# Non-canonical NF-κB signaling limits the tolerogenic β-catenin-Raldh2 axis in gut dendritic cells to exacerbate intestinal pathologies

**DOI:** 10.1038/s44318-024-00182-6

**Published:** 2024-07-25

**Authors:** Alvina Deka, Naveen Kumar, Swapnava Basu, Meenakshi Chawla, Namrata Bhattacharya, Sk Asif Ali, Bhawna, Upasna Madan, Shakti Kumar, Bhabatosh Das, Debarka Sengupta, Amit Awasthi, Soumen Basak

**Keywords:** IgA, Inflammation, Inflammatory Bowel Disease, RelB, Retinoic Acid, Digestive System, Immunology, Signal Transduction

## Abstract

Dendritic cell (DC) dysfunction is known to exacerbate intestinal pathologies, but the mechanisms compromising DC-mediated immune regulation in this context remain unclear. Here, we show that intestinal dendritic cells from a mouse model of experimental colitis exhibit significant levels of noncanonical NF-κB signaling, which activates the RelB:p52 heterodimer. Genetic inactivation of this pathway in DCs alleviates intestinal pathologies in mice suffering from colitis. Deficiency of RelB:p52 diminishes transcription of Axin1, a critical component of the β-catenin destruction complex, reinforcing β-catenin-dependent expression of Raldh2, which imparts tolerogenic DC attributes by promoting retinoic acid synthesis. DC-specific impairment of noncanonical NF-κB signaling leads to increased colonic numbers of Tregs and IgA+ B cells, which promote luminal IgA production and foster eubiosis. Experimentally introduced β-catenin haploinsufficiency in DCs with deficient noncanonical NF-κB signaling moderates Raldh2 activity, reinstating colitogenic sensitivity in mice. Finally, inflammatory bowel-disease patients also display a deleterious noncanonical NF-κB signaling signature in intestinal DCs. In sum, we establish how noncanonical NF-κB signaling in dendritic cells can subvert retinoic acid synthesis to fuel intestinal inflammation.

## Synopsis

Distorted functions of dendritic cells (DCs) have been implicated in aberrant intestinal inflammation, but the underlying mechanisms remain obscure. This study reveals that the non-canonical NF-κB pathway exacerbates intestinal inflammation by downregulating β-catenin-induced synthesis of Raldh2 in DCs.

- Aberrant intestinal inflammation in mice is associated with non-canonical NF-κB signaling in gut DCs.
- This pathway restrains the tolerogenic β-catenin-Raldh2 axis in DCs by upregulating Axin1.
- DC-specific RelB:p52 impairment promotes β-catenin-dependent Treg accumulation in the gut.
- A DC-specific defect in non-canonical NF-κB signaling causes β-catenin-dependent increase in luminal secretory IgA, fostering a eubiotic gut microbiome.
- Inflammatory bowel-disease patients display a signature of elevated non-canonical NF-κB signaling in intestinal DCs.

## Abstract (web summary)

A mechanism reducing Raldh2-promoted synthesis of retinoic acid compromises the tolerogenic potential of dendritic cells.

## Introduction

DCs orchestrate the balance between protective immune responses against pathogens and tolerance toward commensal microbes in the intestine. Upon microbial sensing, activated DCs produce a myriad of immunogenic cytokines, including IL-6, IL-12, and IL-23, which promote IFNγ-secreting Th1 and IL-17-secreting Th17 cells. These effector T cells direct inflammatory responses, containing gut infections. DCs also produce tolerogenic cytokines, such as IL-10 and TGFβ. In addition, mucosal DCs synthesize retinoic acid (RA) from dietary vitamin A or retinol (Stagg, 2018). These immunomodulatory factors support the generation and maintenance of inflammation-suppressive FoxP3^+^ Tregs and promote their gut homing. Furthermore, DC-derived RA and IL-10 enhance immunoglobulin class switching, accumulating IgA-secreting plasma B cells in the intestine (Xu et al, 2007; Seo et al, 2013). While secretory IgA (sIgA) in the gut lumen protects from opportunistic gut pathogens, sIgA coating also shapes the gut microbiome in symbiosis with the host (Bunker et al, 2017; Nakajima et al, 2018). Thus, by calibrating mucosal responses, DCs ensure gut homeostasis.

Not surprisingly, distorted DC functions have been implicated in aberrant intestinal inflammation. Ulcerative colitis (UC), a form of IBD, was associated with a marked reduction in the CD103^+^ DC subset in the intestine (Magnusson et al, 2016). Colonic DCs from IBD patients or mice subjected to experimental colitis were inept at synthesizing TGFβ and RA (Collins et al, 2011; Magnusson et al, 2016). These DCs were also less proficient in generating Tregs and instead promoted Th1 and Th17 cells. Accordingly, DC-specific ablation of RXRα, an RA-activated transcription factor, aggravated colitis in mice by depleting intestinal Tregs (Manoharan et al, 2023). Similarly, CD137 signaling restricted colitis in mice by upregulating RA synthesis in DCs that altered T-cell homeostasis in the intestine (Jin et al, 2020). Furthermore, vitamin A deficiency exacerbated colitis in mice by decreasing the colonic abundance of IgA-secreting cells (Okayasu et al, 2016). Notably, IgA-coated gut microbes from healthy individuals provided protection, while those from IBD patients sensitized mice to experimental colitis (Kau et al, 2015; Palm et al, 2014). What triggers such DC dysfunction in intestinal pathologies remains unclear.

The NF-κB system comprises two interlinked canonical and noncanonical signaling arms, which play important roles in the differentiation, survival, and functioning of DCs. In particular, the canonical NF-κB pathway mediates microbial signal-responsive nuclear translocation of RelA- and cRel-containing NF-κB transcription factors, which induce the expression of immunogenic cytokines, including IL-1β, IL-12, and IL-23, in DCs (Mukherjee et al, 2024). Previous studies suggested that the activation of canonical NF-κB signaling in DCs worsens experimental colitis in mice (Visekruna et al, 2015). On the other hand, the noncanonical NF-κB pathway is activated by a subset of TNFR superfamily members, including lymphotoxin-β receptor (LTβR), GM-CSFR, and CD40 (Sun, 2017). In this pathway, NF-κB inducing kinase (NIK)-dependent phosphorylation promotes processing of the NF-κB precursor protein p100 into the mature p52 subunit, leading to nuclear accumulation of RelB:p52. In a non-redundant manner to the canonical pathway, noncanonical NF-κB signaling in DCs induces the expression of IL-23, which drives Th17 responses (Shih et al, 2012; Hofmann et al, 2011). NIK function in DCs was implicated in the pathogenic Th17 response underlying epidermal damage in the mouse model of psoriasis (Huang et al, 2018). DC-intrinsic role of NIK and RelB also restricted Treg accumulation in the central nervous system in the mouse model of experimental autoimmune encephalomyelitis (EAE) (Andreas et al, 2019; Hofmann et al, 2011). In the intestine, NIK-dependent IL-23 expression by DCs was important for Th17-mediated immune controls of *Citrobacter rodentium* (Jie et al, 2018). As such, NIK in DCs promoted pIgR expression in IECs involving Th17-secreted IL-17 that maintained luminal IgA levels and a gut-protective microbiome. Interestingly, *LTBR* and *NFKB2* were linked in a genome-wide association to the susceptibility loci for IBD (Liu et al, 2015). We asked if noncanonical RelB:p52 NF-κB signaling perturbed DC functions in the inflamed gut.

Here, we report that human IBD and experimental colitis in mice are associated with intensified noncanonical NF-κB signaling in intestinal DCs. Genetic disruption of this pathway in DCs alleviated chemical-induced colitis in mice. Our mechanistic studies suggested that RelB:p52 transcriptionally upregulated the expression of Axin1, which tethers β-catenin to its destruction complex. Inactivation of noncanonical NF-κB signaling reinforced the β-catenin-mediated expression of Raldh2, which promotes tolerogenic RA synthesis by DCs (Manicassamy et al, 2010). Ablating *Relb* or *Nfkb2* in DCs not only increased the frequency of intestinal Tregs but also improved the abundance of colonic IgA^+^ B cells, which fostered luminal IgA and the gut microbiome. Finally, haploinsufficiency of β-catenin in DCs lacking noncanonical NF-κB signaling reinstated colitogenic sensitivity in the composite knockout mice. Taken together, we chart a novel crosstalk between the noncanonical NF-κB pathway and the tolerogenic β-catenin–Raldh2 axis in DCs in tuning intestinal inflammation.

## Results

### Experimental colitis in mice is associated with and exacerbated by noncanonical *Relb*-*Nfkb2* signaling in DCs

To decipher if intestinal pathologies are linked to noncanonical NF-κB signaling in DCs, we interrogated single-cell RNA-seq data generated using colon tissues from mice subjected to dextran sodium sulfate (DSS)-induced acute colitis (Ho et al, 2021) (Appendix Fig. S1A). Based on the expression of prototypic macrophage- and DC-specific genes (Appendix Table S1), we segregated the intestinal mononuclear phagocyte (MNPs) population described in this dataset into macrophage and DC subsets (Fig. 1A). Our subsequent analyses revealed a relatively insignificant level of *Relb* and *Nfkb2* mRNAs in macrophages in comparison to DCs, suggesting that noncanonical NF-κB functions could be more relevant for DCs among intestinal MNPs (Fig. 1B). Accordingly, we focused on *Relb* or *Nfkb2* mRNA-expressing DCs in the gut (Fig. 1C; Appendix Fig. S1B). DSS treatment led to a rise in the abundance of mRNAs encoding these noncanonical NF-κB factors in intestinal DCs at day 6. We also observed an increase in the frequency of DCs expressing these mRNAs in the colitogenic gut (Fig. 1C; Appendix Fig. S1B). Based on a previously described bulk transcriptomics study involving RelB-deficient mouse DCs (Shih et al, 2012), we then deduced a panel of five top RelB-important genes—*Fgr*, *Top1*, *Crk*, *Gpd2*, and *Cript* —that were also less reliant on other NF-κB factors for their expressions. We determined the abundance of corresponding mRNAs as a surrogate of noncanonical NF-κB activity. We found DCs from mouse colon possessed detectable levels of *Fgr*, *Top1*, and *Cript* transcripts even prior to DSS treatment (Fig. 1D). Except for *Top1*, DSS treatment led to elevated expressions of all other genes in intestinal DCs that were accompanied by an increased frequency of DCs expressing these mRNAs (Fig. 1D). Our UMAP also captured the appearance of a distinct DC-population in the intestine of DSS-treated mice. Cataloguing DCs into classical DC1(cDC1) and cDC2 clarified that this population consisted of cDC2 (Appendix Fig. S1C and Appendix Table S1). However, we did not see discernable differences between these DC subsets with respect to the noncanonical NF-κB pathway engagement (Appendix Fig. S1D). These studies implied DC-intrinsic noncanonical NF-κB signaling in experimental colitis.

**Figure 1:**
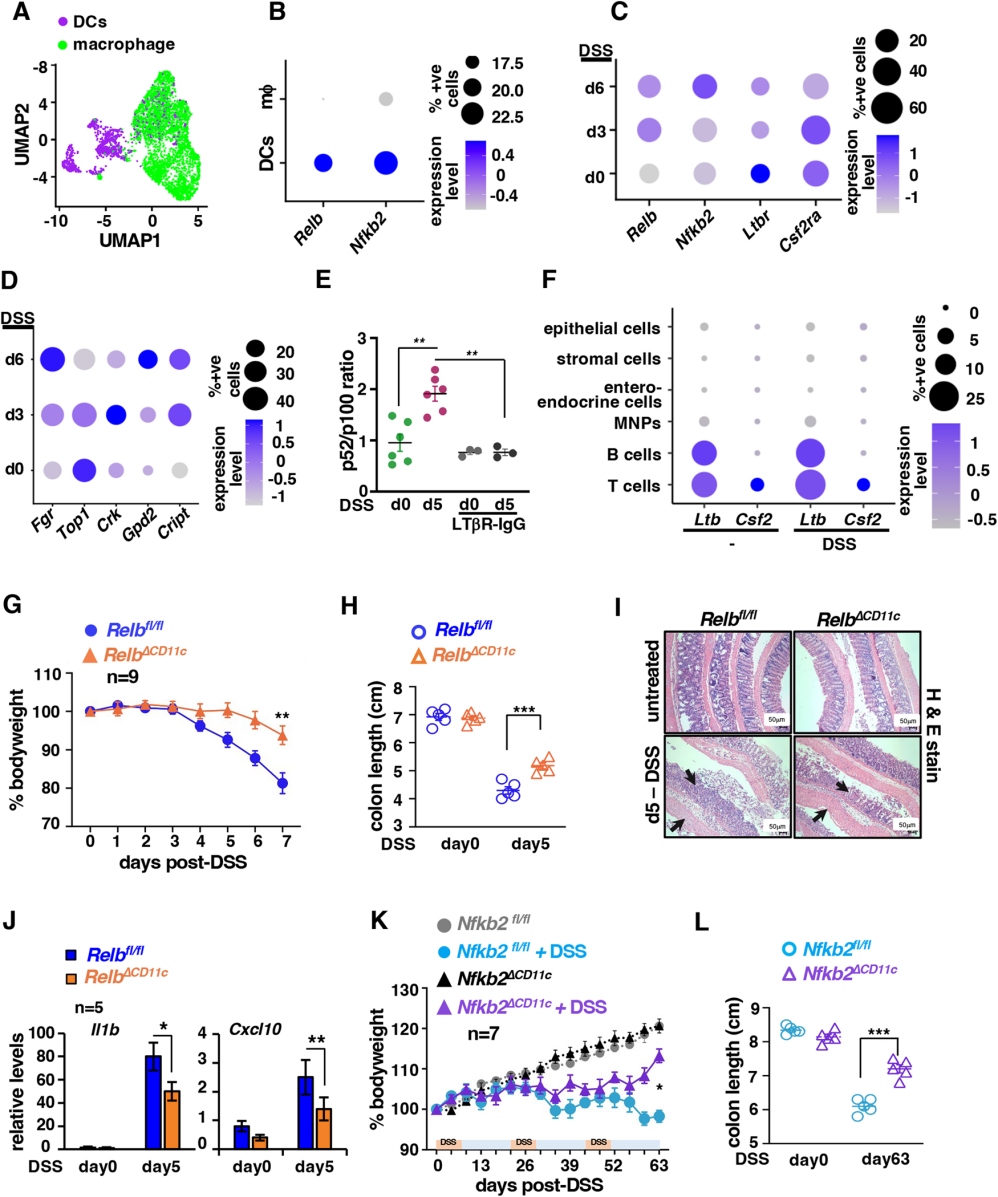
Charting the role of the noncanonical NF-κB pathway in DCs in modulating experimental colitis in mice. (**A**) UMAP depicting the DC and macrophage cell population among mononuclear phagocytes in the mouse colon. Single-cell RNA-seq data available at the NCBI database was used for analyses (Data ref: Ho et al, 2021). (**B**) Dot plot comparing DCs and macrophages in the mouse colon for the expression of *Relb* and *Nfkb2* mRNAs. (**C**, **D**) Dot plot revealing quantified levels of indicated mRNAs in intestinal DCs from the WT mice left untreated or subjected to DSS treatment. (**E**) Boxplot showing the abundance of p52 in relation to p100 in intestinal DCs, as determined by quantifying the respective band intensities in immunoblot analyses. DCs were collected from MLNs of untreated mice or LTβR-IgG-treated mice, administered with 2% DSS in drinking water for 5 days. Each dot represents one biological sample (**P = 0.0014, **P = 0.0011). (**F**) Dot plot revealing quantified levels of indicated mRNAs in different cells from colon of WT mice left untreated or subjected to DSS treatment. Single-cell RNA-seq data available at the NCBI database was used for analyses (Data ref: Ho et al, 2021). (**G**, **H**) *Relb*^*fl/fl*^ and *Relb*^*∆CD11c*^ mice were subjected to acute DSS treatment for 7 days and changes in the bodyweight (*n* = 9, **P = 0.005) (**G**) and colon length (*n* = 5, ***P = 0.0009) (**H**) were monitored. (**I**) Representative images of H&E-stained colon sections from the indicated mice left untreated or subjected to acute DSS treatment. The data represent *n* = 3; 4 fields per section and a total of three sections from each set were examined. Black arrows indicate edema, leucocyte infiltration and epithelial lining damage. Scale bar, 50 μm. (**J**) RT-qPCR demonstrating the colonic abundance of indicated mRNAs in untreated or DSS-treated *Relb*^*fl/fl*^ and *Relb*^*∆CD11c*^ mice. (*n* = 5, *P = 0.028, **P = 0.0032) (**K**, **L**). In a chronic colitis regime, *Nfkb2*^*fl/fl*^ and *Nfkb2*^*∆CD11c*^ mice were subjected to three cycles of DSS treatment, where each cycle involved 7 days of 1% DSS treatment followed by 14 days of recovery. Subsequently, changes in the bodyweight (*n* = 7, *P = 0.010) (**K**) and colon length (*n* = 5, ***P = 0.0001) (**L**) were measured. “*n*” represents number of biological replicates. Data represents mean ± SEM. For statistical analyses, two-tailed Student’s *t* test was performed. ns not significant. In our experiments involving knockouts, littermate male mice of the indicated genotypes were cohoused for at least 1 week prior to experiments. Source data are available online for this figure.

To demonstrate noncanonical NF-κB activation in intestinal DCs directly, we harvested DCs from gut-draining mesenteric lymph nodes (MLNs) as CD11c^+^CD64^-^MHCII^high^ cells and performed immunoblot analyses. Intestinal DCs from untreated mice displayed basal processing of p100 into p52, a hallmark of noncanonical NF-κB signaling (Fig. 1E; Appendix Fig. S1E). DSS treatment further augmented p100 processing in these DCs in mice. We then asked what could be stimulating the noncanonical NF-κB pathway in intestinal DCs. As such, LTβR and GM-CSFR both have been implicated in the noncanonical NF-κB activation in DCs (Jin et al, 2014; Pian et al, 2020). Our single-cell RNA-seq data analyses revealed a substantial expression of mRNAs encoding LTβR and GM-CSFR, alternately termed Csf2R, in intestinal DCs even from mice that were not challenged (Fig. 1C). As described earlier (Upadhyay and Fu, 2013), a significant fraction of B and T lymphocytes present in the gut expressed the lymphotoxin ligand Ltb, whose abundance was elevated upon DSS treatment (Fig. 1F). However, we did not find any representation of innate lymphoid cells in this dataset. Also, immune cells expressing Csf2, the cognate ligand for GM-CSFR, were less prevalent. Accordingly, we reasoned that LTβR stimulated noncanonical NF-κB signaling in intestinal DCs. Indeed, disruption of lymphotoxin-mediated LTβR engagement in mice using LTβR-IgG fusion protein downmodulated p100 processing to p52 in intestinal DCs (Fig. 1E; Appendix Fig. S1E). We concluded that intestinal DCs possessed a basally active noncanonical *Relb*-*Nfkb2* pathway, and that aberrant intestinal inflammation was associated with intensified noncanonical NF-κB signaling in these cells, presumably involving LTβR engagement.

Next, we examined if the noncanonical NF-κB pathway in DCs caused colitogenic pathologies. To this end, we generated *Relb*^*∆CD11c*^ mice by crossbreeding *Relb*^*fl/fl*^ mice with CD11c-Cre^+^ mice. As reported earlier (Andreas et al, 2019), we found efficient depletion of RelB in specifically splenic CD11c^+^ cells in *Relb*^*∆CD11c*^ mice (Appendix Fig. S1F). We then subjected these mice to experimental colitis. As such, acute DSS challenge for 7 days led to up to 20% bodyweight loss in littermate *Relb*^*fl/fl*^ controls, accompanied by severe colon shortening and pervasive epithelial disruption associated with edema and leukocyte infiltration (Fig. 1G–I; Appendix Fig. S1G). *Relb*^*∆CD11c*^ mice presented significantly less reduction in bodyweight over the course of DSS treatment and a modest decrease in colon length with a relatively intact epithelium at day 5 (Fig. 1G–I). The intestinal epithelial architecture of untreated *Relb*^*fl/fl*^ and *Relb*^*∆CD11c*^ mice was histologically indistinguishable. RelB deficiency in DCs also restricted the DSS-induced increase in barrier permeability in knockout mice (Appendix Fig. S1H). Similarly, our mRNA analyses revealed diminished DSS-induced expressions of inflammatory genes, including those encoding IL-1β and CXCL10, in the colon of *Relb*^*∆CD11c*^ mice (Fig. 1J). Therefore, DC-intrinsic RelB deficiency moderated inflammation and acute colitis in mice.

The coordinated functioning of proteins encoded by *Relb* and *Nfkb2* transduces noncanonical NF-κB signals. Therefore, we also generated *Nfkb2*^*ΔDC*^ strains, which exhibited a lack of p100 expression in splenic CD11c^+^ cells, but not in CD11c^−^ or CD4^+^ cells (Appendix Fig. S1I,1J). Compared to *Nfkb2*^*fl/fl*^ controls, however, *Nfkb2*^*∆CD11c*^ mice displayed only subtly improved bodyweight phenotype upon acute DSS treatment (Appendix Fig. S1K,S1L). Interestingly, cyclical challenges with a low dose of DSS in the chronic chemical colitis regime resulted in a significantly less bodyweight reduction and colon shortening in *Nfkb2*^*∆CD11c*^ mice at the end of the third cycle on day 63 (Fig. 1K,L). It has been reported that an alternate RelB:p50 heterodimer functionally compensates, albeit partially, for the absence of RelB:p52 activity in *Nfkb2*-deficient cells (Basak et al, 2008). We reasoned that the molecular redundancies between RelB NF-κB factors obscured the phenotypic penetrance of *Nfkb2*^*∆CD11c*^ mice in the acute colitis regime and that repeated DSS exposure unmasked colitis-resilient phenotypes in these mice because of exaggerated DC-mediated immune reactions in the chronic regime (Wirtz et al, 2017). Overall, we infer that experimental colitis in mice strengthens in DC the noncanonical NF-κB pathway, which exacerbates inflammatory intestinal pathologies in mice.

### Noncanonical NF-κB signaling restrains tolerogenic Raldh2 activity in DCs

To mechanistically understand the immunomodulatory functions of noncanonical NF-κB signaling, we set out to examine bone marrow-derived dendritic cells (BMDCs) from WT or knockout mice (Appendix Fig. S2A). We followed a BMDC differentiation protocol that produced ~85% CD11c^+^ BMDCs otherwise devoid of CD115^high^ macrophage-like cells in the culture by day 9 (Jin and Sprent, 2018) (Appendix Fig. S2B,S2C). Notably, DC differentiation was associated with increased processing of p100 into p52 and elevated nuclear RelB and p52 levels (Fig. 2A). 

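For the RNA-seq comparison, bone marrow cells from WT and global Nfkb2−/− mice were differentiated in culture into BMDCs, and RNA was taken from unstimulated cells of 3 independent cultures per genotype. The culture lasted 9 days in medium with GM-CSF, a growth factor that drives bone marrow progenitors toward myeloid cells. IL-4 was added from day 6 in the protocol of Appendix Fig. S2A, whereas the sample labels describe 5 days of GM-CSF alone and then 4 days of GM-CSF with IL-4. The libraries were made from polyadenylated RNA, and the authors deposited the number of reads they counted on each Ensembl gene in each library, without normalization. Neither the paper's text nor the labels name the aligner, the counting tool, the genome build or whether strand was used. The total counts were 43126299, 31622131 and 33211096 in WT replicates 1, 2 and 3, and 29863927, 31622146 and 55623068 in Nfkb2−/− replicates 1, 2 and 3. The medians were 33211096 in WT and 31622146 in Nfkb2−/− BMDCs. At this depth, 1 count corresponded to between 0.0187 and 0.0344 CPM, the counts scaled to library size. Following the filters in the paper's methods, genes with fewer than 50 counts over the 6 libraries and Ensembl IDs without a gene name were excluded. Names were taken from the GENCODE M21 annotation, in which 52073 of the IDs have one. Normalization for library size used edgeR's TMM method, and the genotypes were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2, which the paper used, was run as an alternative. A gene was called differentially expressed when its adjusted p-value was under 0.05 and its fold change over 1.2 in either direction. Nfkb2−/− replicate 1 differed from the other libraries in the number of genes with at least 1 count, 47952, against 27692 to 33841 in the others.

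**Figure D1:**
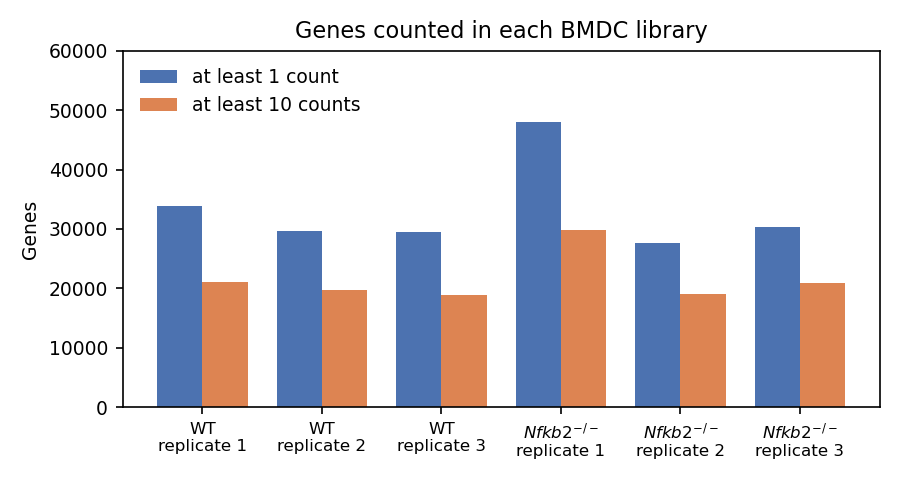
Number of genes with at least 1 count (blue) and with at least 10 counts (orange) in each of the 6 BMDC libraries. Nfkb2−/− replicate 1 has 47952 genes with at least 1 count and 29756 with at least 10 counts, and no other library has more than 33841 and 21009.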

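Nfkb2 (ENSMUSG00000025225), the gene targeted in the knockout, measured 215, 154 and 355 CPM in the WT libraries and 44.8, 32.3 and 32.6 CPM in the Nfkb2−/− libraries. Its log2 fold change was -2.72 (standard error 0.33, adjusted p = 0.0307 from edgeR's quasi-likelihood test). Of the 21849 genes tested, 248 were differentially expressed between the genotypes, 99 with higher and 149 with lower mRNA levels in Nfkb2−/− BMDCs. An unadjusted p-value under 0.05 was obtained for 3730 genes. For all 248, the 3 WT values did not overlap the 3 Nfkb2−/− values. Over all genes tested, 24.7% showed no overlap, where chance gives 10%. DESeq2 moved this count most among the alternative tests, with 1878 differentially expressed genes that included all 248. The count also depended on single libraries. Without WT replicate 2 it was 1248, and without WT replicate 3 it was 270, of which 158 were among the 248. No gene was called without WT replicate 1, or without Nfkb2−/− replicate 1, 2 or 3, although 2325, 4088, 2580 and 2726 genes had an unadjusted p-value under 0.05 in those fits. Among differentially expressed genes reaching 5 CPM in either genotype, Anxa8, Cdh17, Rufy4, Dpy19l3 and Cadm3 had the largest increases in Nfkb2−/− BMDCs. Dpy19l3 rose from 3.59 ± 1.20 CPM (SD, n = 3) to 52.9 ± 4.89 CPM (SD, n = 3), a log2 fold change of 3.89 (standard error 0.27, adjusted p = 0.0151 from edgeR). Anxa8, Rufy4 and Cadm3 had log2 fold changes of 4.85, 4.01 and 3.85. The largest decreases were those of Csrp2, H2-M2, Reep1, Il12b and Spata31d1b. Il12b, which encodes the p40 subunit shared by IL-12 and IL-23, fell from 98.6 ± 61.1 CPM (SD, n = 3) to 11.6 ± 1.86 CPM (SD, n = 3), a log2 fold change of -3.09 (standard error 0.53, adjusted p = 0.0489 from edgeR). H2-M2 and Spata31d1b belong to multigene families whose reads the counting could have split between members.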

Our RNA-seq studies demonstrated that ablation of this constitutive noncanonical NF-κB signaling in *Nfkb2*^*−/−*^ BMDC modified global gene expressions basally (Appendix Fig. S2D). 

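To ask which pathways the differentially expressed genes belong to, 4 gene lists were written by hand before the data were examined. They stand in for the WikiPathways sets, which were not used here. The 4 pathways were taken from those in Fig. 2B, which rests on the same libraries. Their choice was thus not independent of these data, and an adjustment over the 4 does not cover it. Each list was compared with the 248 differentially expressed genes by Fisher's exact test (two-sided), with all 21849 genes tested as the background and Benjamini-Hochberg adjustment over the 4 lists. Of 28 tested genes of RA metabolism, which include the retinol and retinal dehydrogenases, Cyp26 enzymes, RA receptors and binding proteins, 1 was differentially expressed, Aldh1a2 (odds ratio 3.23, Fisher's exact p = 0.274, adjusted p = 0.274). Under DESeq2 there were 6, Dhrs9, Crabp2, Rdh5, Aldh1a2, Rdh11 and Rbp4 (odds ratio 2.91, Fisher's exact p = 0.0291, adjusted p = 0.0388). Without WT replicate 3, the odds ratio was 6.28 with 2 genes among those called (Fisher's exact p = 0.0455). Adjusted over the 4 lists, it missed the threshold, with a -log10 of the adjusted p-value of 1.04. Among all genes with a fold change over 1.2, regardless of the p-value, 17 of the 28 appeared (odds ratio 0.903, Fisher's exact p = 0.845). Adjusted over the list alone, 6 of the 28 genes had an adjusted p-value under 0.05. Cell cycle genes gave the smallest p-value of the 4 lists, with 5 of 50 differentially expressed, Mcm3, Mad2l1, Plk1, Ccne1 and Ccnd3 (odds ratio 9.86, Fisher's exact p = 2.53e-04, adjusted p = 0.00101). All 5 were higher in Nfkb2−/− BMDCs. Cholesterol biosynthesis had 2 of 21 genes differentially expressed, Lss and Acat2 (odds ratio 9.23, Fisher's exact p = 0.0234, adjusted p = 0.0468). Without WT replicate 3, cell cycle and cholesterol biosynthesis both missed the threshold, with a -log10 of the adjusted p-value of 1.04 and 0.505. Cell cycle also missed it with total counts alone in place of TMM (0.659). Without WT replicate 2, these values rose to 21.9 for cell cycle and 2.69 for cholesterol biosynthesis, from 3.00 and 1.33 with all 6 libraries. Regulators of Wnt-β-catenin signaling had 2 of 39, Tcf7 and Btrc (odds ratio 4.74, Fisher's exact p = 0.0723, adjusted p = 0.0964).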

RA metabolism emerged as one of the top-ranking DC-relevant biological pathways enriched among genes differentially expressed between WT and *Nfkb2*^*−/−*^ BMDCs (Fig. 2B). 

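The genes tested were ranked by log2 fold change, and the ranking was examined with fgsea for a hand-written list of 58 RA target genes, used in place of the published list, which was not used here. Of these, 47 had enough counts to be tested. The enrichment score was 0.54 and the normalized enrichment score 1.41 toward genes higher in Nfkb2−/− BMDCs (p = 0.0320 from fgsea's permutation of genes). The leading edge, that is the genes that account for the score, held 19 genes. Of these, 13 had a mean under 1 CPM over the 6 libraries, and 16 had their highest value in Nfkb2−/− replicate 1. Among the 17 RA targets under 1 CPM, 14 were higher in Nfkb2−/− BMDCs, with a median log2 fold change of 1.71, the same with the 2 genes at the floor in WT set to their lower bounds. Among the 30 RA targets at 1 CPM or more, 16 were higher and 14 lower, with a median of 0.04. Ranking only genes with a mean of at least 1 CPM, a restriction chosen after the values were seen, gave a normalized enrichment score of 0.858 (p = 0.676 from the permutation of genes). Without Nfkb2−/− replicate 1 the score was 1.11 (permutation p = 0.280), and without WT replicate 3 it was 1.30 (permutation p = 0.111). With only genes having at least 10 counts in every library, the score was -1.03 (permutation p = 0.376). That filter also removes genes that are near the floor in WT alone, such as Crabp2, so that part of this change is built into it. Of the single RA targets, 1 was differentially expressed over all genes tested, Itga4, which was lower in Nfkb2−/− BMDCs (log2 fold change -1.91, standard error 0.26, adjusted p = 0.0332 from edgeR), and 5 had an adjusted p-value under 0.05 adjusted over the list alone.

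**Figure D2:**
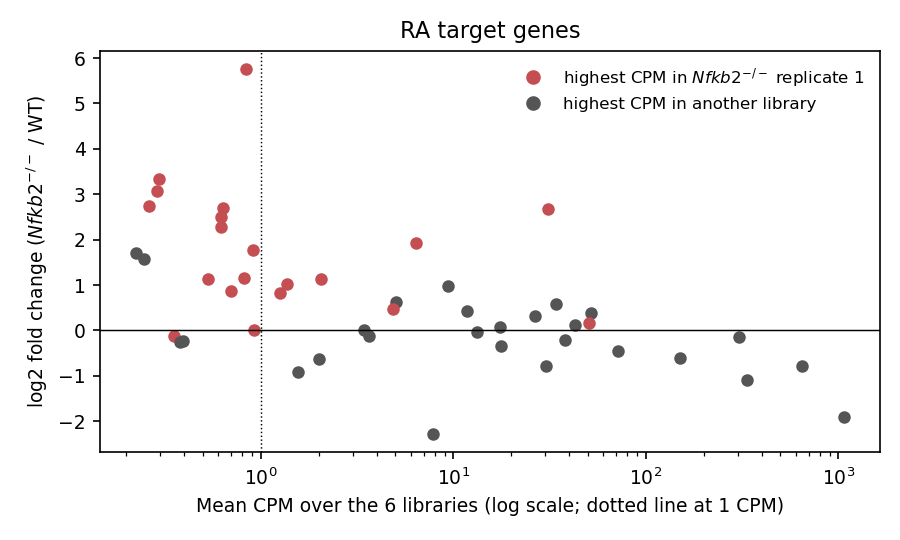
Each point is one of the 47 RA target genes tested, with its mean CPM over the 6 libraries (log scale) and its log2 fold change between Nfkb2−/− and WT BMDCs. Of the 17 genes left of the dotted line at 1 CPM, 14 lie above 0, and red marks the 20 genes whose highest value was in Nfkb2−/− replicate 1. The 2 genes at the floor of 3 counts in WT are drawn at fitted values, which depend on the prior count.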

Concordantly, our gene set enrichment analysis (GSEA) revealed a significant enrichment of RA targets among genes whose basal expressions were augmented in *Nfkb2*^*−/−*^ BMDCs, indicative of strengthening autocrine RA actions in knockouts (Fig. 2C). Sequential action of retinol dehydrogenases (Rdh) and retinal dehydrogenases (Raldh) convert retinol to RA, which is catabolized by the Cyp26 family of enzymes (Kedishvili, 2016) (Fig. 2D). Further probing our RNA-seq data for the expression of genes encoding these enzymes revealed a consistently elevated mRNA level of Raldh2 in *Nfkb2*^*−/−*^ BMDCs (Fig. 2E). These studies indicated a possible role of noncanonical NF-κB signaling in transcriptionally modulating the RA pathway.

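Raldh2 is encoded by Aldh1a2 (ENSMUSG00000013584). It measured 45.9, 94.4 and 92.4 CPM in the WT libraries and 438, 467 and 342 CPM in the Nfkb2−/− libraries, or 77.6 ± 27.4 CPM (SD, n = 3) against 416 ± 65.1 CPM (SD, n = 3). The log2 fold change was 2.42 (standard error 0.31, adjusted p = 0.0307 from edgeR's quasi-likelihood test). Every Nfkb2−/− library was above every WT library (exact permutation test, two-sided, p = 0.1, the smallest p that 3 libraries against 3 allow). With each library left out in turn, the log2 fold change stayed between 2.15 and 2.59. The adjusted p-value was 0.0158 without WT replicate 2 and 0.0410 without WT replicate 3, and it was 0.125 without WT replicate 1 and 0.0876, 0.163 and 0.156 without Nfkb2−/− replicates 1, 2 and 3 (edgeR). Of the 11 genes in Fig. 2E, Aldh1a2 was the 1 gene past the threshold over all genes tested, and 3 had an adjusted p-value under 0.05 adjusted over the list alone. Rdh5 was lower in the Nfkb2−/− libraries, at 3.33 ± 0.798 CPM (SD, n = 3) against 7.99 ± 1.34 CPM (SD, n = 3) in WT, without overlap. Its log2 fold change was -1.27 (standard error 0.25, adjusted p = 0.0625 from edgeR), and its adjusted p-value was 4.18e-04 with DESeq2, 0.0441 with limma voom and at most 0.253 in any alternative. Rdh11 was higher without overlap, with a log2 fold change of 0.55 (standard error 0.15, adjusted p = 0.132 from edgeR). Its adjusted p-value was 0.0291 with DESeq2, the 1 alternative of 14 in which it passed the threshold. The libraries of Rarb and Cyp26b1 overlapped, and both genes had means under 2 CPM in each genotype. In Nfkb2−/− replicate 1, Rarb measured 2.01 CPM and Cyp26b1 2.57 CPM, the highest values of the 6 libraries. Their log2 fold changes were 2.49 and 1.77 (standard errors 0.94 and 0.75, adjusted p = 0.236 and 0.288 from edgeR). With each library left out in turn, these ran from 1.61 to 3.43 for Rarb and from 0.987 to 2.49 for Cyp26b1. From the elevated mRNA level of Raldh2, together with the enrichment analyses of Fig. 2B,C, the paper proposes a possible role of noncanonical NF-κB signaling in transcriptional control of the RA pathway.

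**Figure D3:**
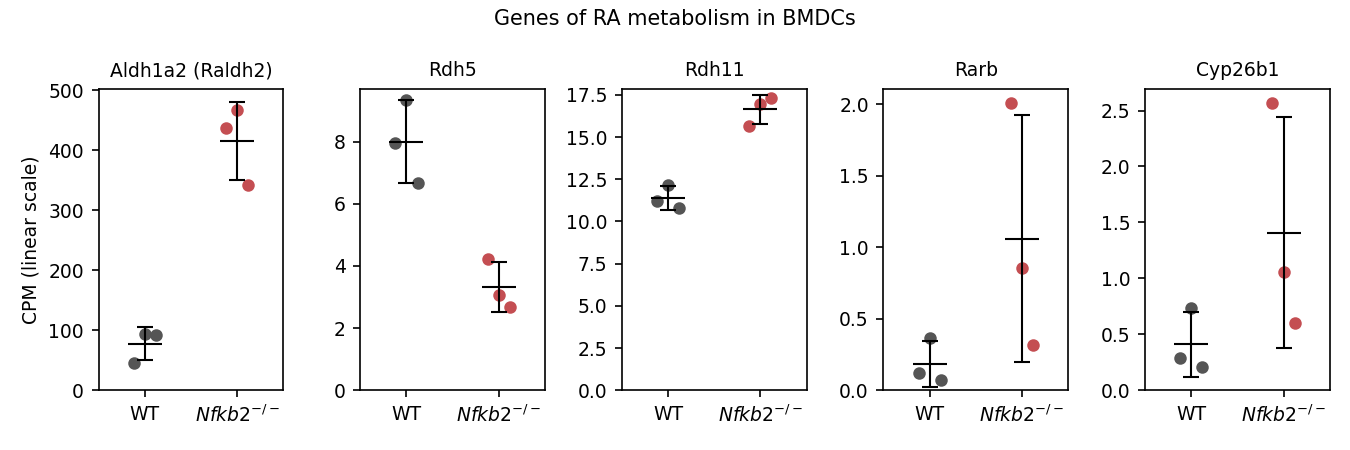
CPM of 5 genes of Fig. 2E in BMDCs on linear axes, with 1 point per library, the horizontal line at the mean and the bars at ± SD (n = 3 per genotype). For Aldh1a2 (Raldh2), the Nfkb2−/− libraries lie between 342 and 467 CPM and the WT libraries between 45.9 and 94.4 CPM.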

**Figure 2:**
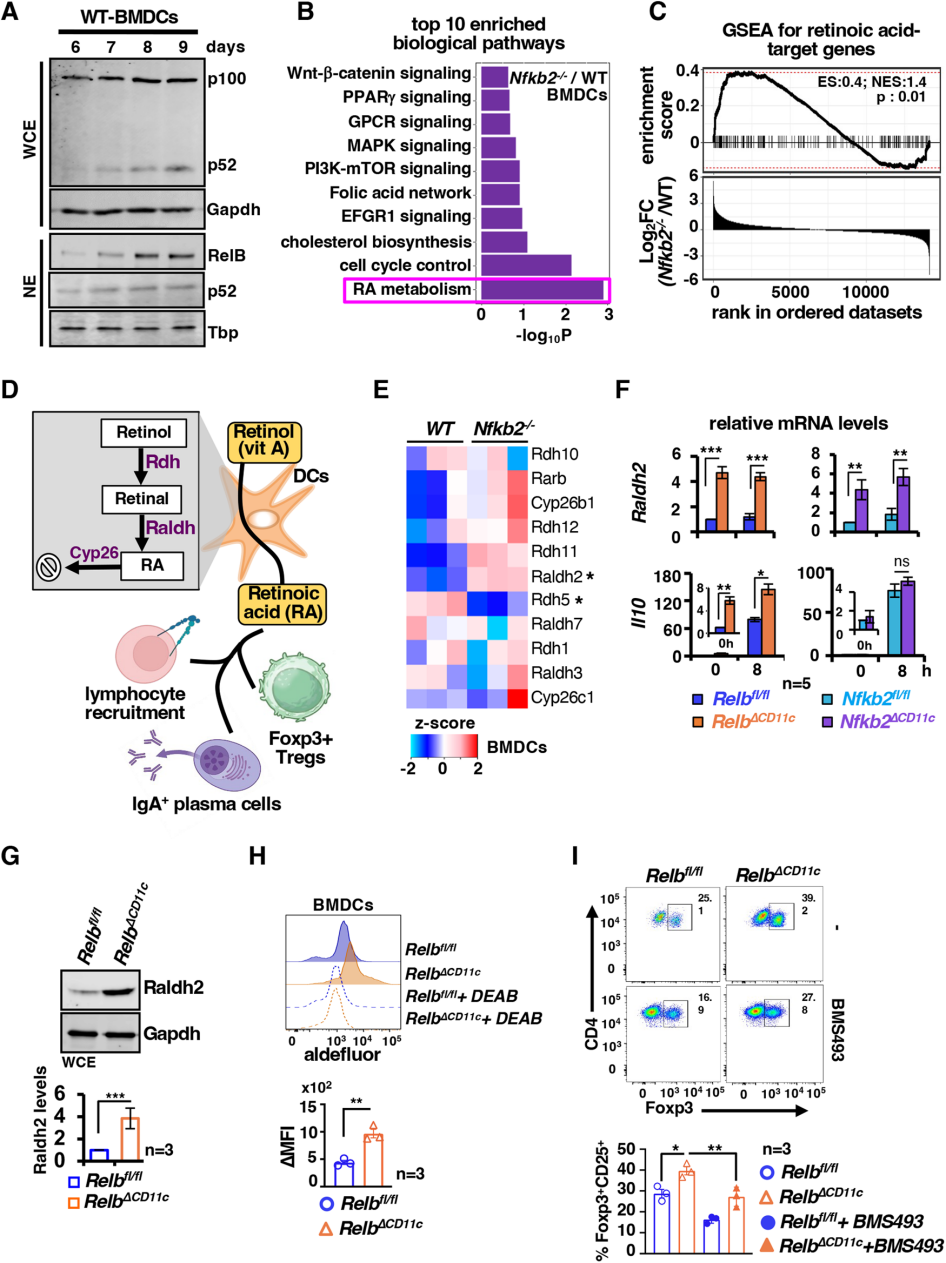
Defective *Relb* or *Nfkb2* functions enhance the expression and activity of Raldh2 in DCs. (**A**) Immunoblot charting the abundance of p52 and p100 in whole-cell extracts (top) or RelB and p52 in nuclear extracts (bottom) in cells harvested from BMDC-differentiating culture at the indicated days. (**B**) Enrichment analyses revealing top ten enriched DC-relevant biological pathways among genes differentially expressed between *Nfkb2*^*−/−*^ and WT BMDCs. For each genotype, RNA-seq data from three independent biological replicates were used. Benjamini–Hochberg method was used to calculate the *P* value. WikiPathways subset of cellular processes available at the Molecular Signatures Database was used for the enrichment analysis. (**C**) GSEA comparing *Nfkb2*^−*/−*^ and WT BMDCs for the enrichment of RA targets among differentially expressed genes (top). Fold change (FC) in the basal mRNA level between these genotypes was considered to create a ranked gene list, which was subjected to GSEA using a previously published list of RA-target genes (see “Methods” for details). Benjamini–Hochberg method was used to calculate the *P* value. Vertical lines represent individual RA targets. ES and NES denote enrichment and normalized enrichment scores, respectively. (**D**) A cartoon describing the RA metabolism pathway and its functions in DCs. (**E**) Heatmap showing the expression of selected RA metabolism-associated genes in WT and *Nfkb2*^*−/−*^ BMDCs, as determined in RNA-seq. (**F**) RT-qPCR comparing untreated or LPS-treated BMDCs derived from *Relb*^*fl/fl*^ and *Relb*^*∆CD11c*^ mice (left, ***P = 0.0007, 0.0001, **P = 0.003, *P = 0.012) or *Nfkb2*^*fl/fl*^ and *Nfkb2*^*∆CD11c*^ mice (right, **P = 0.0012, 0.002, ns=0.33, *P* = 0.16) for gene expressions (*n* = 5). (**G**) Representative immunoblot revealing the abundance of Raldh2 in *Relb*^*fl/fl*^ and *Relb*^*ΔCD11c*^ BMDCs. Corresponding band intensities were quantified and presented as a barplot below (*n* = 3, ***P = 0.001). (**H**) Histograms showing the Raldh enzymatic activity measured by Aldefluor assay in BMDCs. The Raldh inhibitor DEAB was used as a control. For a given genotype, ∆MFI was calculated as = MFI_no DEAB_ - MFI_DEAB_, and presented in a barplot (*n* = 3, **P = 0.0037). (**I**) Flow cytometry analyses demonstrating the generation of Foxp3^+^ CD4 Treg in DC-T-cell co-culture ex vivo. Briefly, BMDCs were cultured with naive T cells, isolated from the spleen of WT mice, in the presence of CD3 and TGF-β for 3.5 days. In specified sets, the RAR inhibitor BMS493 was added. The frequency of Foxp3^+^ Treg as a percentage of CD4 cells was determined and presented in the barplot (bottom) (*n* = 3, *P = 0.017, **P = 0.005). “*n*” represents the number of biological replicates. Data represent mean ± SEM. Two-tailed Student’s *t* test was performed. ns-not significant. Source data are available online for this figure.

To substantiate noncanonical NF-κB-mediated control of the RA pathway, we derived BMDCs from *Relb*^∆*CD11c*^ or *Nfkb2*^∆*CD11c*^ mice. As expected, ex vivo differentiated BMDCs from *Relb*^*∆CD11c*^ or *Nfkb2*^*∆CD11c*^ mice produced only a minor amount of RelB or p100, respectively (Appendix Fig. S2E,S2F). In comparison to corresponding gene-sufficient floxed controls, *Relb*^*∆CD11c*^ and *Nkfb2*^*∆CD11c*^ BMDCs both displayed a ~ 4.5-fold increase in the basal expression of Raldh2 mRNA in our RT-qPCR analyses (Fig. 2F). LPS treatment did not discernably alter Raldh2 mRNA levels in WT or knockouts. In contrast, basal and LPS-induced IL-10 mRNA expressions were heightened in *Relb*^*∆CD11c*^, but not *Nfkb2*^*∆CD11c*^ BMDCs. Because of the shared colitis resilience phenotype of *Relb*^*∆CD11c*^ and *Nkfb2*^*∆CD11c*^ mice, we focused on Raldh2, whose expression was similarly affected upon ablation of either *Relb* or *Nfkb2* in BMDCs. We detected a 3.8-fold excess accumulation of Raldh2 protein in immunoblot analyses and a 2.2-fold increase in the basal Raldh enzymatic activity in the Aldefluor assay in *Relb*^*∆CD11c*^ BMDCs (Fig. 2G,H). *Nfkb2*^*∆CD11c*^ BMDCs revealed similar increases in the Raldh2 protein level and enzymatic activity (Appendix Fig. S2G,S2H). Previous studies involving DC-T-cell co-culture established RA as an important determinant of LP DC-mediated conversion of naive T cells into Tregs ex vivo (Sun et al, 2007). Our own analyses revealed that *Relb*^*∆CD11c*^ BMDCs were more proficient in converting naive splenic T cells into CD25^+^Foxp3^+^ CD4 Tregs ex vivo, and BMS493, a retinoic acid receptor (RAR) antagonist, erased this RelB-effect in DC-T-cell co-culture (Fig. 2I). Our flow cytometry analyses assured appropriate differentiation of bone marrow cells from *Relb*^*∆CD11c*^ mice into BMDCs in our culture (Appendix Fig. S2I). Taken together, DC differentiation ex vivo appears to trigger constitutive activation of noncanonical NF-κB signaling, which suppresses the tolerogenic Raldh2-RA axis.

### DC functions of the noncanonical NF-κB signal transducers limit the frequency of FoxP3^+^ Treg in the mouse colon

Next, we examined immunoregulatory attributes of noncanonical NF-κB-deficient DCs in vivo. Deletion of *Relb* or *Nfkb2* in CD11c^+^ cells did not significantly alter the frequency of DCs in MLNs or lamina propria (LP) in the colon (Fig. 3A; Appendix Fig. S3A). Also, when examined for the surface expression of CD80 and CD86 in flow cytometry analyses, intestinal DCs from *Relb*^*fl/fl*^ and *Relb*^*∆CD11c*^ mice were indistinguishable (Fig. 3B). Similarly, *Nfkb2*^*fl/fl*^ and *Nfkb2*^*∆CD11c*^ mice displayed equivalent levels of these co-stimulatory molecules on intestinal DCs (Appendix Fig. S3B). Also, our analyses revealed only a minor alteration in the relative frequency of intestinal DC subsets in *Relb*^*∆CD11c*^ mice (Appendix Fig. S3C). Corroborating BMDCs studies, intestinal DCs from *Relb*^*∆CD11c*^ mice, but not from *Nfkb2*^*∆CD11c*^ mice, expressed significantly more IL-10 (Fig. 3B,C). However, RelB-dependent IL-10 regulation was more apparent in MLN DCs. Importantly, we could confirm an increased level of Raldh2 mRNA in intestinal DCs from both *Relb*^*∆CD11c*^ and *Nfkb2*^*∆CD11c*^ mice (Fig. 3D). Our enzymatic assay substantiated a more than 2.1-fold rise in the Raldh activity in intestinal DCs from untreated *Relb*^*∆CD11c*^ mice (Fig. 3E). Thus, noncanonical NF-κB signaling regulated Raldh2 activity in DCs in vivo. Raldh2 in intestinal DCs drives the synthesis of RA, which supports FoxP3 expressions and upregulates gut-homing receptors α4β7 and CCR9 in Tregs (Iwata et al, 2004; Lu et al, 2014). As such, inactivating *Relb* or *Nfkb2* in CD11c^+^ cells did not discernably alter the frequency of total CD4 T lymphocytes in the colon of untreated or DSS-treated mice (Appendix Fig. S3D). However, the FoxP3^+^ Treg frequency among CD4 T cells in LP and MLNs indeed improved from 18.7 and 7.9% in *Relb*^*fl/fl*^ mice to 36.6% and 12.4% in *Relb*^*∆CD11c*^ mice, respectively (Fig. 3F). While acute DSS treatment subtly skewed this Treg compartment at day 5, *Relb*^*∆CD11c*^ mice maintained an overall increased level of these cells even in the colitogenic gut. Except for MLNs from untreated sets, the frequency of FoxP3^+^ Tregs was similarly augmented in the intestine of *Nfkb2*^*∆CD11c*^ mice (Fig. 3G; Appendix Fig. S3E). Accordingly, we also observed a proportionate increase in the total Treg numbers in the mouse colon upon ablation of the noncanonical NF-κB pathway in DCs (Appendix Fig. S3F). Furthermore, we captured a reduction in the frequency of intestinal RORγt^+^ Th17 cells in our knockouts, presumably secondary to the expansion of the Treg compartment (Appendix Fig. S3G).

**Figure 3:**
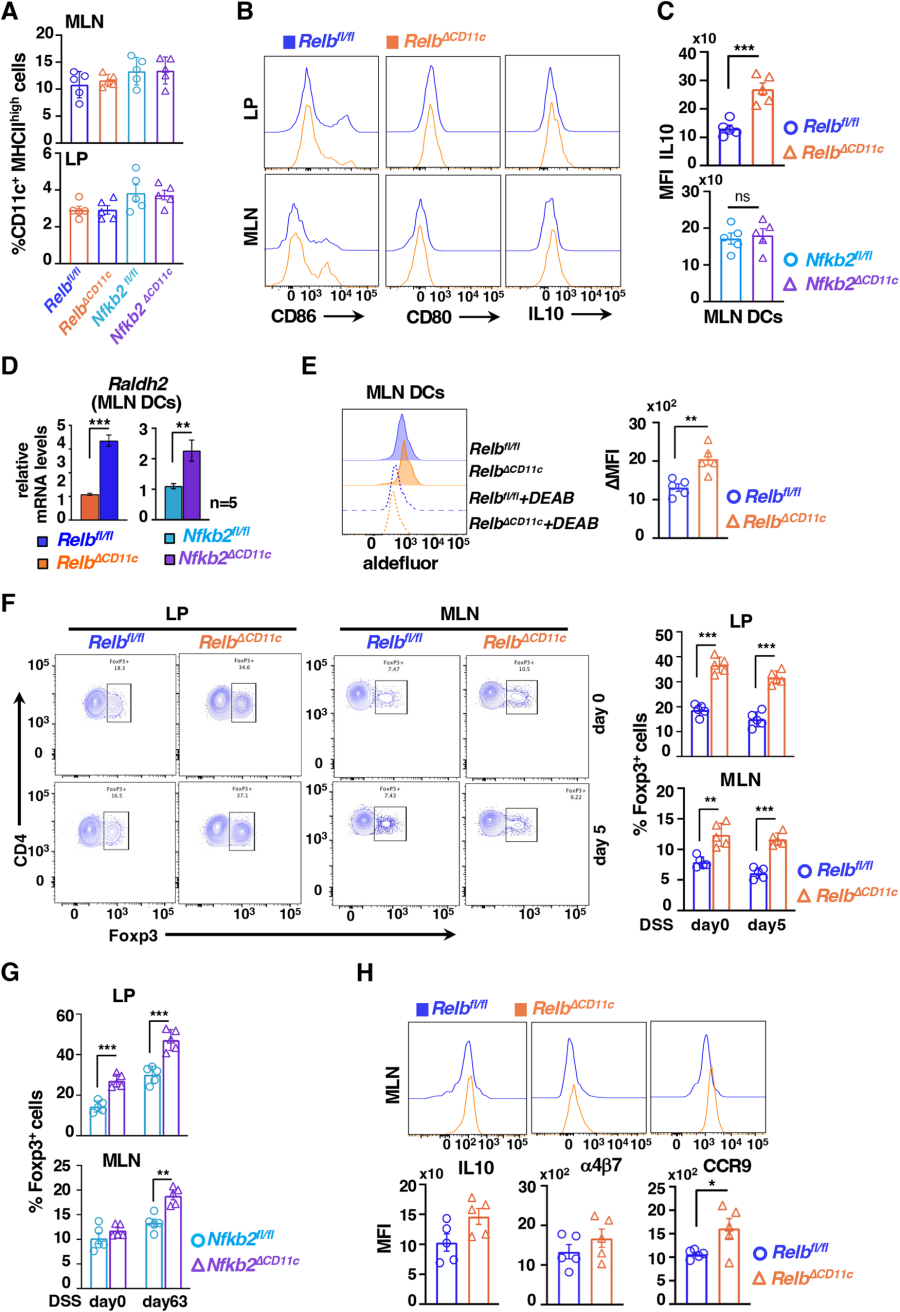
Disruption of noncanonical NF-κB signaling in CD11c^+^ cells accumulate FoxP3^+^ Tregs in the mouse colon. (**A**) Flow cytometry studies indicating the abundance of DCs, as a percentage of CD45+ cells, in MLN or LP. (*n* = 5, “*n*” represents number of biological replicates). (**B**) Representative histograms showing the expression of CD80, CD86 and IL-10 in DCs from LP or MLN from *Relb*^*fl/fl*^ and *Relb*^*∆CD11c*^ mice. (**C**) Barplot revealing MFI for IL-10 expression in MLN DCs from the indicated mice (*n* = 5, ***P = 0.0005). (**D**) RT-qPCR depicting the abundance of Raldh2 mRNA in MLN DCs from *Relb*^*fl/fl*^ and *Relb*^*∆CD11c*^ or *Nfkb2*^*fl/fl*^ and *Nfkb2*^*∆CD11c*^ mice (*n* = 5, ***P = 9.91 × 10^−5^, **P = 0.0056). (**E**) Histograms capturing Raldh enzymatic activity in MLN DCs from *Relb*^*fl/fl*^ and *Relb*^*∆CD11c*^ mice. Quantified average MFI has been presented in a barplot. (*n* = 5, **P = 0.0039). (**F**) Representative contours from flow cytometry analyses showing the frequency of Foxp3^+^ Tregs as a percentage of CD4^+^ T cells in LP or MLNs of untreated or DSS-treated *Relb*^*fl/fl*^ and *Relb*^*∆CD11c*^ mice. Corresponding quantified data has been presented as a barplot in the right (*n* = 5, LP ***P = 6.95 × 10^−6^, 1 × 10^−5^, MLN **P = 0.0012, ***P = 1.59 × 10^−5^). (**G**) Barplot revealing the mean frequency of Foxp3^+^ Treg in LP and MLN of *Nfkb2*^*fl/fl*^ and *Nfkb2*^*∆CD11c*^ mice (*n* = 5, LP ***P = 0.00013, 0.0004, MLN **P = 0.0011). (**H**) Overlapping histograms depicting the expression of IL-10, α4β7, and CCR9 in Foxp3^+^ Tregs from MLNs of *Relb*^*fl/fl*^ and *Relb*^*∆CD11c*^ mice. Quantified average MFIs are indicated in the individual barplot below (*n* = 5, *P = 0.036). Each datapoint signifies an individual mouse; data represent mean ± SEM. Two-tailed Student’s *t* test was performed. ns not significant. Source data are available online for this figure.

Nevertheless, FoxP3^+^ Tregs from MLNs of *Relb*^*∆CD11c*^ mice were, if anything, subtly more efficient than those from *Relb*^*fl/fl*^ counterparts in expressing IL-10 and α4β7, and displayed significantly elevated levels of CCR9 on their surface (Fig. 3H). Collectively, noncanonical NF-κB signaling impedes the Raldh2-mediated RA synthesis pathway in mucosal DCs, limiting the abundance of Tregs and their gut-homing receptor expressions in the intestine.

### DC-intrinsic RelB function controls the abundance of IgA-secreting cells in the colon and gut microbiome

Previous studies suggested that RA promotes IgA-secreting cells at the gut mucosal interface (Villablanca et al, 2011). We further explored whether reinforcing the RA pathway in noncanonical NF-κB-deficient DCs impacted intestinal sIgA levels. Our flow cytometry analyses disclosed a ~2.5-fold increase in the frequency of IgA^+^B220^+^ cells in LP of *Relb*^*∆CD11c*^ mice (Fig. 4A,B), and our ELISA ascertained a significantly elevated fecal sIgA levels in this knockout (Fig. 4C). Because sIgA coating is known to shape the gut microbiome (Nakajima et al, 2018; Pabst and Izcue, 2022), we performed 16 s rRNA gene sequencing of fecal DNA to estimate the prevalence of different microbial taxa. We found that RelB deficiency was associated with changes specifically in two phyla; it led to an increase in the abundance of Firmicutes and a reduction in the level of Actinobacteriota (Fig. 4D). Another prominent phylum Bacteroidota showed a comparable fecal abundance among *Relb*^*fl/fl*^ and *Relb*^*∆CD11c*^ mice. Genus-level analyses of sequencing data similarly revealed gut microbiome alterations in these mice, including an expansion of *Sangeribacter* and *Lactobacillus* but also a reduction of *Akkermansia* and *Faecalibacterium* abundance (Fig. 4E). Corroborating DNA sequencing studies, our qPCR analyses of fecal DNA substantiated changes in Firmicutes and Actinobacteriota in *Relb*^*∆CD11c*^ mice (Fig. 4F). Moreover, MACS based fractionation of fecal pellet identified enrichment of *Enterobacter*, *Bifidobacterium*, Segmented filamentous bacteria (SFB), *Sutterella* and *Prevotella* among IgA-bound gut microbes in *Relb*^*∆CD11c*^ mice (Fig. 4G). We also observed a decrease in the abundance of *β-proteobacteria* in the fecal IgA^+^ fraction in these knockouts.

**Figure 4:**
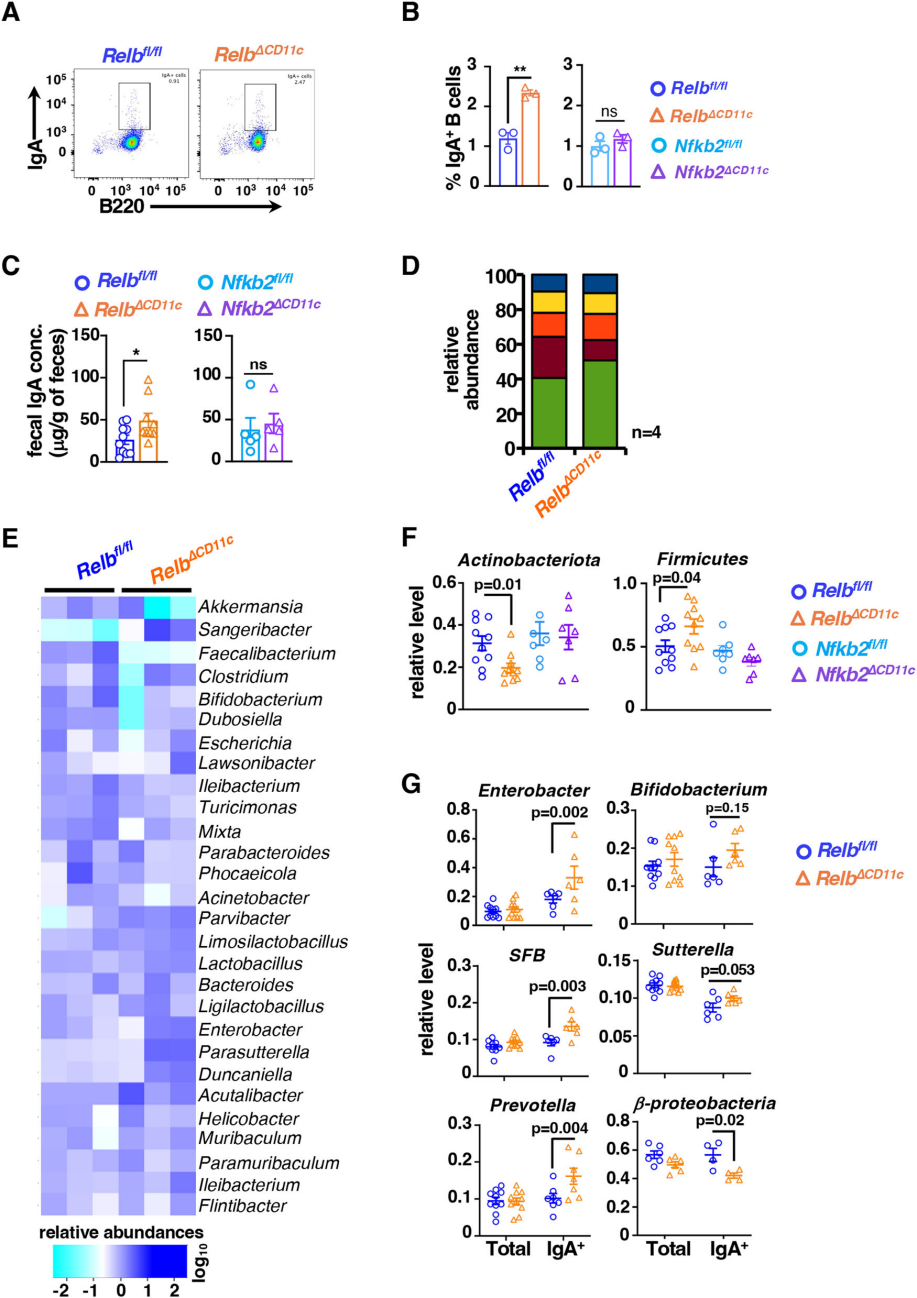
RelB NF-κB deficiency in CD11c^+^ cells as a determinant of the intestinal abundance of IgA-secreting cells and gut microbiome. (**A**) Representative FACS plots revealing the frequency of IgA^+^B220^+^ cells as a percentage of CD19^+^ cells in LP of *Relb*^*fl/fl*^ and *Relb*^*∆CD11c*^ mice. (**B**) Barplot demonstrating quantified frequency of IgA^+^ B220^+^ cells in LP of mice of the indicated genotypes (*n* = 3, **P = 0.0016, ns *P* = 0.32). (**C**) ELISA comparing *Relb*^*fl/fl*^ and *Relb*^*∆CD11c*^ mice for sIgA concentrations in fecal pellets. Each dot represents one biological sample (*P = 0.04, ns = 0.75). (**D**, **E**) The relative abundance of various microbial phyla (*n* = 4) (**D**) and genera (*n* = 3) (**E**) charted in barplot and heatmap, respectively. Briefly, 16 s rDNA sequencing was performed using fecal DNA from *Relb*^*fl/fl*^ and *Relb*^*∆CD11c*^ mice and prevalent phyla and genera were plotted. (**F**) 16 s rDNA-based qPCR analyses of fecal DNA showing the level of indicated microbial taxa in *Relb*^*fl/fl*^ and *Relb*^*∆CD11c*^ or *Nfkb2*^*fl/fl*^ and *Nfkb2*^*∆CD11c*^ mice. Each dot represents one biological sample. (**G**) qPCR analyses MACS-sorted IgA^+^ fractions of fecal pellets comparing *Relb*^*fl/fl*^ and *Relb*^*∆CD11c*^ mice for the prevalence of the indicated bacteria. Each dot represents one biological sample. Each datapoint represents an individual mouse; data represent mean ± SEM. Two-tailed Student’s *t* test was performed for (**A**–**C**) and two-way ANOVA was carried out for (**F**, **G**). ns not significant. Source data are available online for this figure.

Notably, Firmicutes, and more so the increased ratio of Firmicutes to Bacteroidota, have been linked to improved intestinal barrier integrity (Stojanov et al, 2020; Sun et al, 2022). Likewise, *Sangeribacter*, *Lactobacillus*, and *Faecalibacterium* are thought to largely promote intestinal health (Forster et al, 2022). Therefore, barring a reduction in *Faecalibacterium*, *Relb*^*∆CD11c*^ mice had an overall preponderance of gut-beneficial taxa. More so, these changes were associated with differential sIgA coating of microbial entities. Importantly, differential sIgA coating not only quantitatively impacts the microbiome composition but also qualitatively affects gene expressions and metabolic functions of microbial entities in the intestinal niche (Nakajima et al, 2018). Curiously, *Nfkb2*^*fl/fl*^ and *Nfkb2*^*∆CD11c*^ mice were not discernibly different with respect to the frequency of intestinal IgA^+^B220^+^ cells, luminal sIgA levels and the abundance of Firmicutes and Actinobacteriota (Fig. 4B,C,F). Taken together, we deduce that a DC-intrinsic RelB function, where *Nfkb2* is dispensable, limits the accumulation of intestinal IgA^+^ B cells and luminal IgA, which likely foster a gut microbiome protective against experimental colitis in mice.

### Noncanonical NF-κB signaling limits β-catenin-driven Raldh2 synthesis in DCs by directing Axin1 transcription

It was earlier reported that Notch2, Irf4, and β-catenin as key factors directing the transcription of *Raldh2* in DCs (Manicassamy et al, 2010; Yashiro et al, 2018; Zaman et al, 2017). We found that RelB depletion increased the abundance of specifically β-catenin, and not Notch2 or Irf4, in BMDCs (Fig. 5A). Compared to respective controls, total β-catenin levels were elevated 4.2-fold in *Relb*^*∆CD11c*^ and 3.6-fold in *Nfkb2*^*∆CD11c*^ BMDCs (Fig. 5B). This was accompanied by a proportionate increase in the level of active β-catenin and nuclear β-catenin in these knockouts. Importantly, pharmacological inhibition of β-catenin-mediated transcription in noncanonical NF-κB-deficient BMDCs using iCRT3 restored the Raldh2 protein abundance to that observed in control cells (Fig. 5C). Therefore, our data supported a role of β-catenin in boosting Raldh2 production in the absence of noncanonical NF-κB signaling.

**Figure 5:**
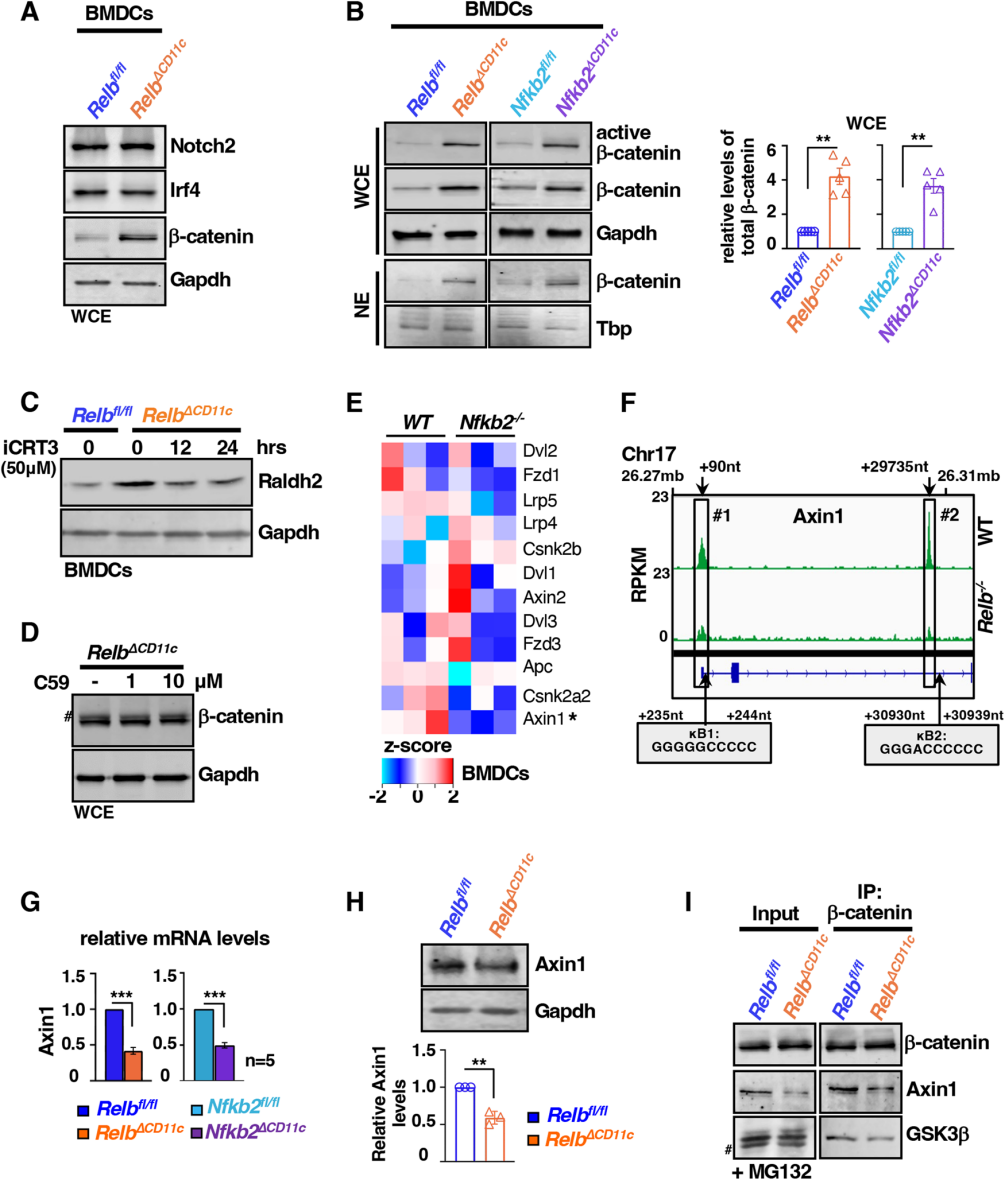
Reduced transcription of Axin1 promotes β-catenin-driven Raldh2 synthesis in noncanonical NF-κB-deficient DCs. (**A**) Immunoblot analyses comparing *Relb*^*fl/fl*^ and *Relb*^*ΔCD11c*^ BMDCs for the abundance of the indicated transcription factors. (**B**) Representative immunoblot revealing active and total β-catenin levels in whole-cell or nuclear extracts derived from BMDCs of the indicated genotypes. Total β-catenin band intensities were also quantified and presented as barplot (right). Gapdh and Tbp served as loading controls for whole-cell and nuclear extracts, respectively (*n* = 5, **P = 0.0035, 0.0016, Welch’s *t* test). (**C**) Immunoblot charting Raldh2 mRNA level in *Relb*^*fl/fl*^ and *Relb*^*∆CD11c*^ BMDCs left untreated or treated with 50 μM of iCRT3, which inhibits β-catenin-mediated transcription, for 12 h. (**D**) Immunoblot analyses capturing the abundance of β-catenin in *Relb*^*∆CD11c*^ BMDCs treated for 24 h with 10 μM of C59, which prevents secretion of Wnt ligands by inhibiting Porcupine. (**E**) Heatmap comparing the abundance of mRNAs encoding the indicated β-catenin regulators in WT and *Nfkb2*^*−/−*^ BMDCs, as determined by RNA-seq. (**F**) The genome browser track of RelB ChIP-seq peaks in WT BMDCs (Data ref: Navarro et al, 2023) for *Axin1*. Cognate κB motifs associated with these peaks have also been indicated. (**G**, **H**) RT-qPCR and immunoblot analyses scoring the level of Axin1 mRNA (*n* = 5, ***P = 3.45 × 10^−9^, 1 × 10^−6^) (**G**) and protein (*n* = 3, **P = 0.006) (**H**), respectively, in BMDCs. For immunoblot analyses, corresponding band intensities were quantified and presented (bottom). (**I**) Immunoblot analyses of β-catenin co-immunoprecipitants obtained using *Relb*^*fl/fl*^ and *Relb*^*ΔCD11c*^ BMDCs subjected to MG-132 treatment for 4 h. Left, MG-132-treated cell extracts used as inputs for immunoprecipitation. MG-132 treatment was carried out to achieve comparable β-catenin levels between WT and knockout BMDCs. # represents non-specific bands. “*n*” represents the number of biological replicates. Quantified data represent the mean of at least three experimental replicates ± SEM. Two-tailed Student’s *t* test was performed. Source data are available online for this figure.

As such, Axin proteins tether β-catenin to a multiprotein destruction complex consisting of adenomatous polyposis coli (APC) and glycogen synthase kinase-3 (GSK-3) that promotes phosphorylation-dependent proteasomal degradation of β-catenin in resting cells (MacDonald et al, 2009) (Appendix Fig. S4A). Wnt ligands signal through Frizzled receptors to rescue -catenin from this constitutive degradation. We argued that strengthening autocrine signaling owing to increased Wnt secretion augmented β-catenin levels in knockouts. However, blocking the autocrine pathway with C59, a small molecule inhibitor of Wnt secretion from cells, did not discernibly change the abundance of β-catenin in *Relb*^*∆CD11c*^ BMDCs (Fig. 5D). We then investigated if noncanonical NF-κB deficiency instead impacted other β-catenin regulators. Examining our RNA-seq data indeed identified a significant decline in the mRNA level of the Axin1 isoform in *Nfkb2*^*−/−*^ BMDCs (Fig. 5E). 

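Axin1 (ENSMUSG00000024182) measured 21.6, 22.5 and 27.3 CPM in the WT libraries and 19.8, 18.0 and 19.2 CPM in the Nfkb2−/− libraries. The means were 23.8 ± 3.08 CPM (SD, n = 3) and 19.0 ± 0.901 CPM (SD, n = 3). The log2 fold change was -0.32 (standard error 0.16), with an adjusted p-value of 0.356 from edgeR's quasi-likelihood test over all genes tested. The Nfkb2−/− libraries lay below the WT libraries without overlap (exact permutation test, two-sided, p = 0.1). Adjusted p-values were 0.270 with DESeq2 and 0.365 with limma voom. Across all 14 alternatives the log2 fold change lay between -0.40 and -0.21, and the adjusted p-value between 0.270 and 0.657 (edgeR, DESeq2 or limma). Of the 12 genes in Fig. 5E, 0 passed the threshold over all genes tested, 0 had an adjusted p-value under 0.05 adjusted over the list alone, and 1, Fzd1, had an unadjusted p-value under 0.05. Fzd1 was lower in Nfkb2−/− BMDCs with overlapping libraries (log2 fold change -2.53, standard error 1.05, adjusted p = 0.277 from edgeR). With 1 library left out, the log2 fold change of Fzd1 ran from -3.75 to -1.52. With no filter beyond 1 count in any library its adjusted p-value was 2.71e-04 (edgeR), and in the other alternatives it lay between 0.0892 and 0.666. Little weight is put on that unfiltered fit, which gave Apoe an adjusted p-value of 6.45e-53 against 0.0770 with the filter (edgeR).

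**Figure D4:**
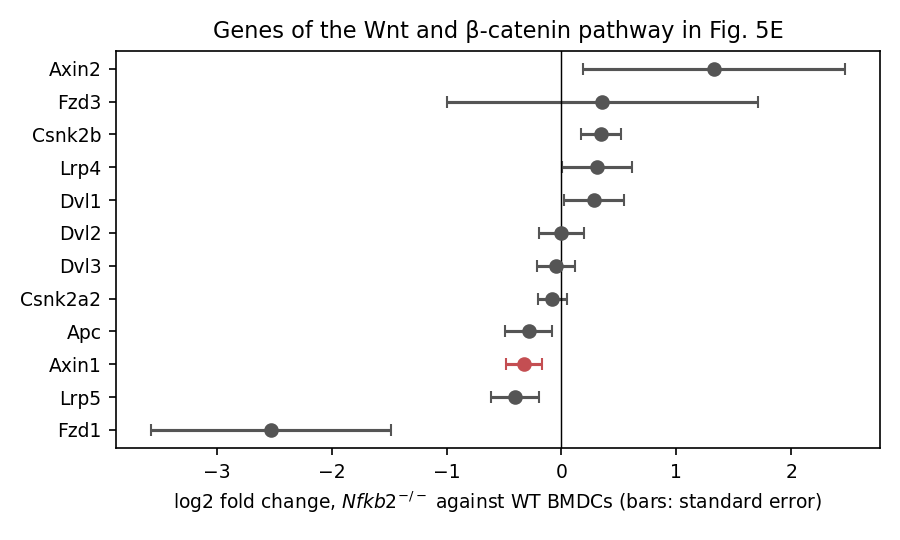
Log2 fold change between Nfkb2−/− and WT BMDCs of the 12 genes in Fig. 5E, with bars at ± standard error from edgeR and Axin1 in red. Axin1 lies at -0.32 and Fzd1, the lowest, at -2.53.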

When we analyzed the published RelB ChIP-seq dataset generated using WT BMDCs, the genome browser track of *Axin1* revealed two distinct RelB peaks associated with a promoter and an intronic enhancer-κB element (Fig. 5F). Our RT-qPCR studies substantiated that a dysfunctional noncanonical NF-κB pathway caused elevated expressions of Axin1 mRNA and protein in *Relb*^*∆CD11c*^ and *Nfkb2*^*∆CD11c*^ BMDCs (Fig. 5G,H). Notably, our immunoprecipitation experiments demonstrated that depleting Axin1 levels in *Relb*^*∆CD11c*^ BMDCs impeded the association of β-catenin with GSK-3β, a critical component of the destruction complex (Fig. 5I). We conclude that noncanonical NF-κB-mediated transcriptional control of Axin1 suppresses β-catenin-driven Raldh2 expressions in DCs.

### β-catenin determines immunoregulatory DC functions of the noncanonical NF-κB pathway in the mouse gut

Because DC-intrinsic β-catenin functions were shown to limit mucosal inflammation in the intestine (Manicassamy et al, 2010; Zhao et al, 2018), we asked if β-catenin accumulated in noncanonical NF-κB-deficient DCs was responsible for the resilience of these knockout mice to colitogenic insults. Corroborating our ex vivo analyses, we observed a approximately threefold increase in the abundance of β-catenin in intestinal DCs from *Relb*^*∆CD11c*^ or *Nfkb2*^*∆CD11c*^ mice compared to those from respective control floxed mice (Fig. 6A; Appendix Fig. S4B). These changes were associated with a substantial more than two-fold increase in the frequency of β-catenin^high^ cells among MLN DCs in *Relb*^*∆CD11c*^ mice. To causally establish the role of β-catenin in noncanonical NF-κB-deficient DCs, we then introduced a DC-specific β-catenin haploinsufficiency in mice devoid of RelB expression in DCs. Convincingly, MLN DCs from *Ctnnb1* ^*hetCD11c*^*Relb*^*∆CD11c*^ mice displayed a significant drop in the Raldh2 activity from those observed in *Relb*^*∆CD11c*^ mice (Fig. 6B). Consistent with the tolerogenic role of DC-expressed Raldh2, the frequency of colonic FoxP3^+^ Tregs and fecal sIgA in *Ctnnb1* ^*hetCD11c*^*Relb*^*∆CD11c*^ mice were restored to those found in *Relb*^*fl/fl*^ mice (Fig. 6C,D). When challenged in the acute regime, *Ctnnb1* ^*hetCD11c*^*Relb*^*∆CD11c*^ mice exhibited bodyweight loss and colon shortening at day 6, which were rather analogous to *Relb*^*fl/fl*^ mice (Fig. 6E,F). These studies illustrate a noncanonical NF-κB-driven DC network that aggravates intestinal inflammation by subverting the tolerogenic β-catenin–Raldh2-RA axis.

**Figure 6:**
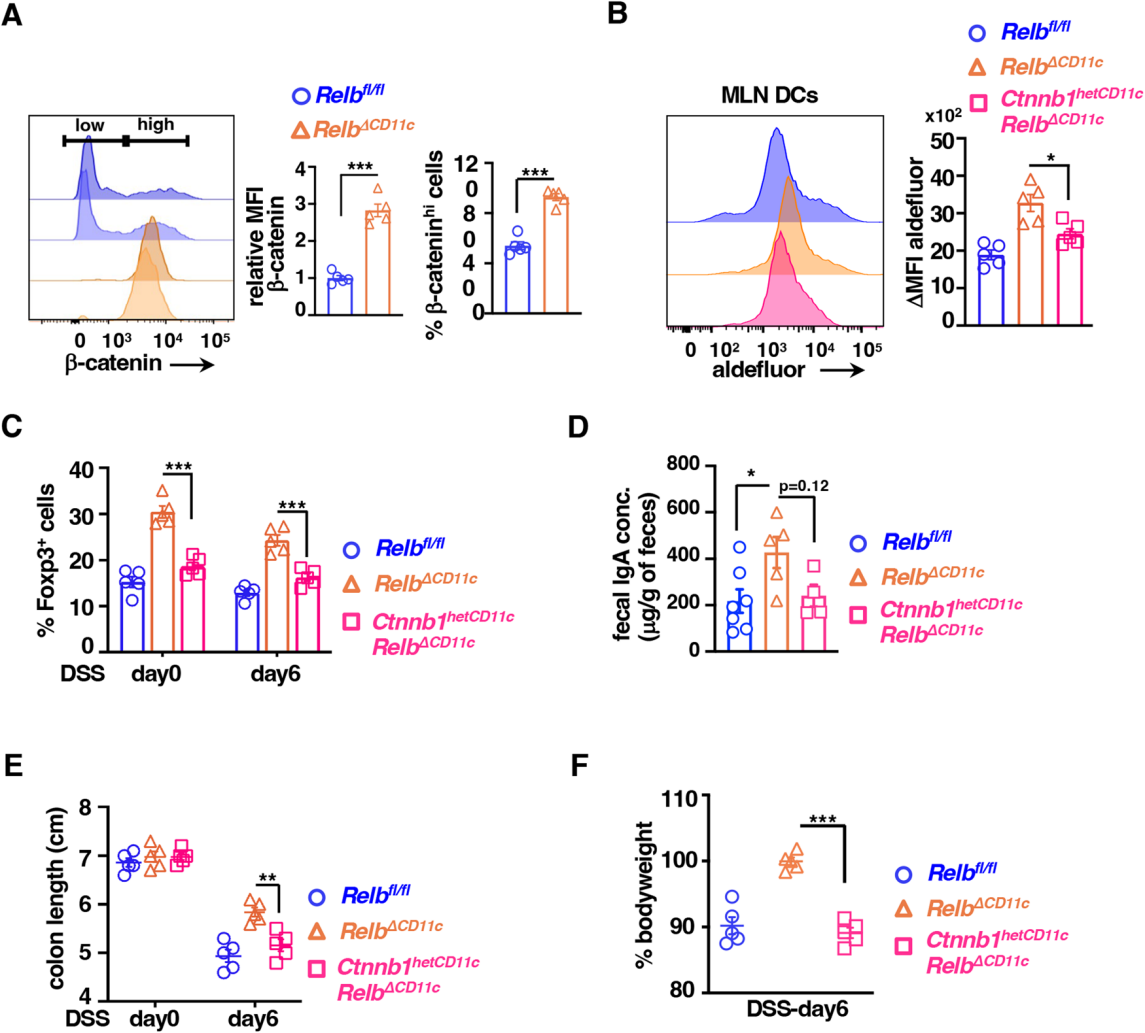
Haploinsufficiency of β-catenin in noncanonical NF-κB-deficient DCs reinstates the colitogenic phenotype in mice. (**A**) Histograms comparing *Relb*^*fl/fl*^ and *Relb*^*ΔCD11c*^ mice for the expression of β-catenin in LP DCs. Barplot shows quantified MFI for β-catenin expression and also the frequency of β-catenin high cells as a percentage of LP DCs (*n* = 5, ***P = 0.0001, ***P = 0.0001, unpaired *t* test). (**B**) Histograms revealing the Raldh activity in MLN DCs from *Relb*^*fl/fl*^, *Relb*^*ΔCD11c*^, and *Ctnnb1*^*hetCD11c*^*Relb*^*ΔCD11c*^ mice. Corresponding ∆MFI values calculated from corresponding DEAB controls have been presented in the barplot (*n* = 5, *P = 0.014). (**C**) Barplot revealing the mean frequency of Foxp3^+^ Tregs in LP of indicated mice (*n* = 5, ***P = 0.0002, 0.0008). (**D**) ELISA comparing fecal IgA levels of the indicated genotypes. Each dot represents one biological sample (*P = 0.043, ns = 0.125, unpaired *t* test). (**E**, **F**) Scatter plots revealing colon length (**E**) and bodyweight changes (**F**) on day 6 upon acute DSS treatment of indicated mice (*n* = 5, **P = 0.0042, ***P = 0.0001). Each datapoint represents an individual mouse; data represent mean ± SEM. For statistical analysis, one-way ANOVA was performed, unless otherwise mentioned. ns not significant. Source data are available online for this figure.

### Human IBD is associated with strengthening noncanonical NF-κB signaling in intestinal DCs

Finally, we sought to examine the relevance of our newly identified DC network in human IBD. To this end, we analyzed single-cell RNA-seq data (Fig. 7A) generated using colon biopsies from 18 IBD patients and 12 healthy individuals (Smillie et al, 2019; Data ref: Smillie et al, 2019). Consistent with our observation involving the mouse colon, we found that among various MNPs, *RELB* and *NFKB2* mRNAs were mostly expressed in DCs (Fig. 7B). Compared to healthy controls, intestinal DCs in the inflamed tissue of IBD patients possessed a substantially elevated level of these mRNAs (Fig. 7C; Appendix Fig. S5A). Although less apparent, DCs from the non-inflamed tissue of IBD patients also revealed an increase in the abundance of these mRNAs. Importantly, we also noticed an almost equivalent expression of LTβR mRNA in these human DCs (Fig. 7C). We then determined the expression of RelB-important genes, viz *Fgr*, *Top1*, and *Crk*, in intestinal DCs from human subjects. Examining single-cell data revealed augmented DC levels of *FGR*, *TOP1*, *CRK* and *CRIPT* mRNAs in the inflamed as well as non-inflamed tissues from IBD patients that were associated with an increased frequency of DCs expressing these mRNAs in colonic tissues (Fig. 7D). To further substantiate, we examined an additional single-cell RNA-seq dataset from IBD patients (Devlin et al, 2021; Data ref: Devlin et al, 2021). Interrogation of this dataset confirmed that *RELB* and *NFKB2* mRNAs were majorly expressed in intestinal DCs as opposed to macrophages and that IBD patients displayed elevated expressions of RelB-important genes in DCs in comparison to healthy individuals (Appendix Fig. S5B–S5D). Therefore, our analyses suggested that human IBD was associated with heightened noncanonical NF-κB signaling in intestinal DCs.

**Figure 7:**
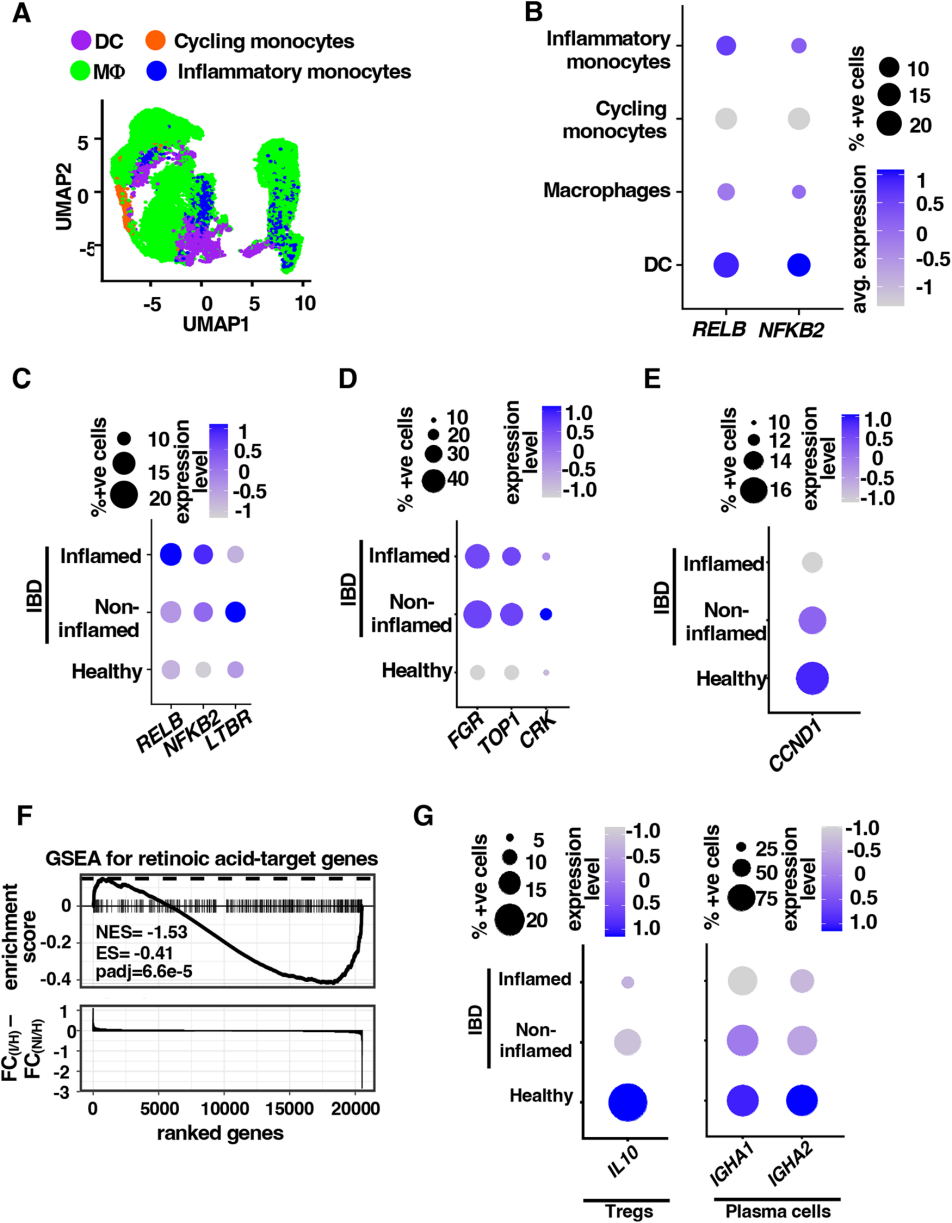
Engagement of noncanonical NF-κB-driven DC circuitry in human IBD. (**A**) Feature plot depicting DCs among indicated myeloid cells in colonic tissues from IBD patients and healthy individuals. Briefly, single-cell RNA-seq data available at Single Cell Portal was used for analyses (Data ref: Smillie et al, 2019). (**B**) Dot plot comparing the indicated cell types in the human gut for the expression of *RELB* and *NFKB2* mRNAs. (**C**) Dot plot showing the corresponding expression levels of the indicated genes in DCs as depicted in (**C**). The color gradient of dots represents the average expression level, while the dot size denotes the percentage of cells expressing a given gene. (**D**, **E**) Dot plot illustrating the expression of indicated transcripts in intestinal DCs. (**F**) GSEA comparing colonic biopsies from IBD patients to that of healthy subjects for the enrichment of RA targets among differentially expressed genes (top). Briefly, publicly available single-cell RNA-seq data (Data ref: Smillie et al, 2019) was analyzed for the expression of genes in inflamed and non-inflamed colonic segments from IBD patients. The difference in the fold changes (FC) in the mRNA levels between in inflamed (I) and non-inflamed (NI) colonic segments with respect to the healthy subjects (H) were calculated for these genes, and the genes were ranked in descending order of the FC difference values (Bottom). Vertical lines represent individual RA targets. ES and NES denote enrichment and normalized enrichment scores, respectively. (**G**) Dot plot revealing the expression of *IL-10* in Tregs (left), and *IGHA1* and *IGHA2* in plasma cells (right) from the colon of IBD patients and healthy subjects.

Next, we probed if, corroborating our observation in knockout mice, strengthening noncanonical NF-κB signaling in DCs weakened the β-catenin–Raldh2-RA axis in IBD patients. To this end, we examined single-cell RNA-seq data from IBD patients (Smillie et al, 2019) for the expression of known β-catenin-regulated genes as a proxy for β-catenin’s transcriptional activity. Indeed, we could demonstrate that *CCND1*, a well-recognized β-catenin-activated gene, was expressed by ~20% of intestinal DCs and substantially downmodulated in DCs located particularly in the inflamed tissues of IBD patients (Fig. 7E). We then subjected this dataset to GSEA. Corroborating previous studies linking IBD to decreased Raldh activity in intestinal DCs (Magnusson et al, 2016), our analyses revealed a significant enrichment of RA targets among genes that were downmodulated in DCs derived from inflamed colonic tissues of IBD patients as compared to those from non-inflamed tissues (Fig. 7F). These studies substantiated the inverse correlation between noncanonical NF-κB signaling and the RA pathway in DCs in the inflamed human gut.

Furthermore, IBD was associated with a substantial decrease in the frequency of IL-10-expressing Tregs (Fig. 7G, left), as observed earlier (Liu et al, 2012). We also noticed a reduction in the average expression of *IGHA1* and *IGHA2*, genes encoding IgA heavy chain, in colonic plasma cells of the IBD patients compared to the non-IBD subjects (Fig. 7G, right). Collectively, our investigation argues that the noncanonical NF-κB pathway targets β-catenin to limit the tolerogenic Raldh2 functions in intestinal DCs, orchestrating local inflammation in colitogenic mice as well as in IBD patients (Fig. 8).

**Figure 8:**
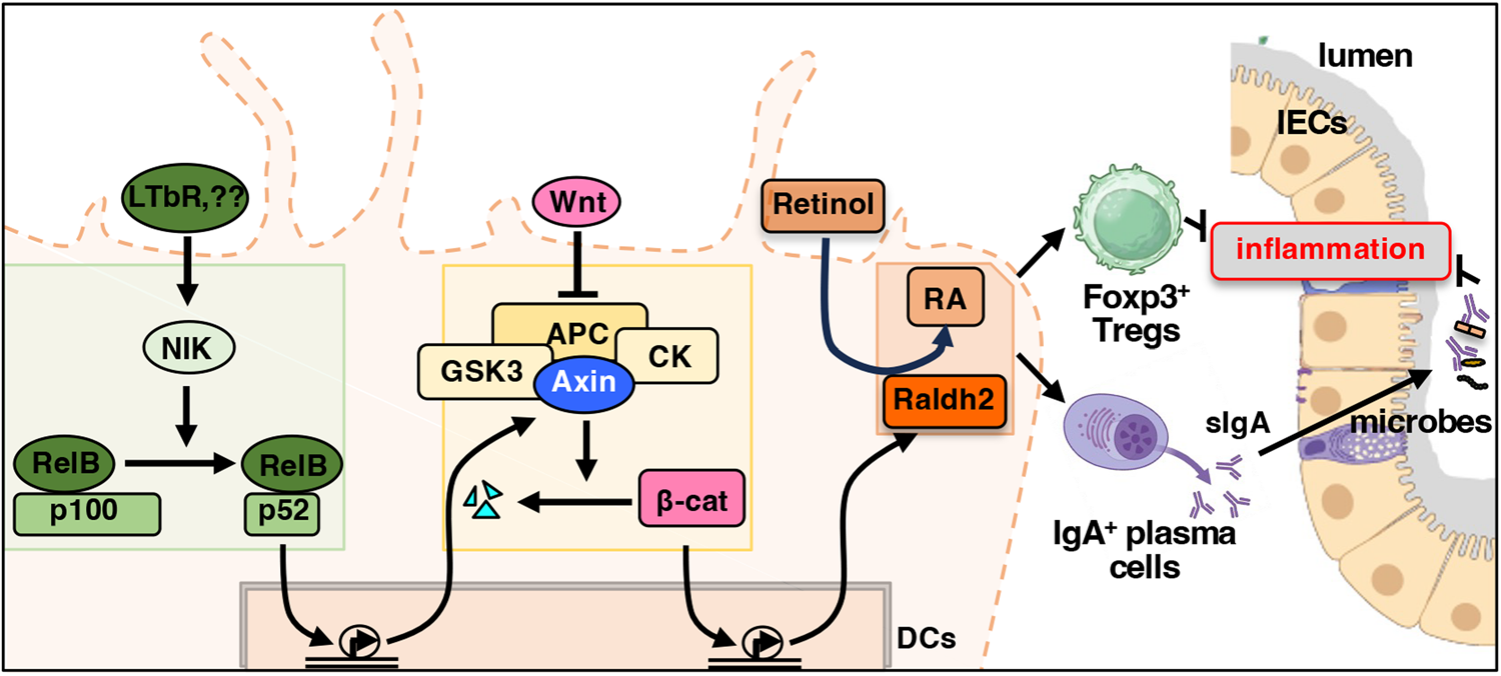
A cartoon depicting a noncanonical NF-κB pathway-driven signaling circuitry in DCs that tunes intestinal inflammation.

## Discussion

Despite the known immunoregulatory role of the noncanonical NF-κB pathway in DCs (Hofmann et al, 2011; Huang et al, 2018; Jie et al, 2018; Shih et al, 2012), whether RelB:p52 distorts DC functions in intestinal pathologies remains unclear.

Our investigation identified intensified noncanonical NF-κB signaling in intestinal DCs from colitogenic mice and causally linked this pathway to exacerbated experimental colitis (Fig. 1). DC-derived RA imparts tolerogenic attributes, and β-catenin induces the expression of the RA-synthesizing enzyme Raldh2 in intestinal DCs (Manicassamy et al, 2010; Iwata et al, 2004; Bos et al, 2022; Coombes et al, 2007). Our mechanistic studies suggested that RelB:p52 transcriptionally supported Axin1, which restrained Raldh2 synthesis in DCs by downmodulating β-catenin (Figs. 2 and 5). Concordantly, noncanonical NF-κB impairment reinforced β-catenin-mediated Raldh2 expressions in DCs, improving the colonic frequency of protective Tregs and IgA^+^ B cells and also luminal sIgA levels, which were associated with a modified gut microbiome (Figs. 3 and 4). Indeed, introducing β-catenin haploinsufficiency in RelB-deficient DCs reinstated the colitogenic sensitivity in mice (Fig. 6). Corroborating our studies involving knockout mouse strains, the inflamed colon from IBD patients harbored DCs displaying heightened noncanonical NF-κB signaling and reduced Raldh activity, presumable owing to diminished β-catenin functions (Fig. 7). Consistently, IBD patients also revealed a diminished frequency of FoxP3^+^ Tregs and IgA-secreting cells in the intestinal niche. IBD is multifactorial, with the involvement of several environmental, genetic, and immune components. Our analyses led us to propose DC functions of the noncanonical NF-κB pathway as a contributing factor to intestinal pathologies. In this mechanistic model, noncanonical NF-κB signaling subverts β-catenin-dependent, Raldh2-mediated synthesis of RA, which enforces a tolerogenic environment in the inflamed gut by promoting Tregs and luminal IgA (Fig. 8). Previous studies suggested that LTβR modulates intestinal DC functions (Tumanov et al, 2011). Our analyses further placed the noncanonical NF-κB pathway downstream of LTβR in these DCs. However, further studies will be important to elucidate additional triggers of this pathway in DCs and to examine protective and deleterious LTβR functions in other intestinal cell subsets.

It was earlier reported that DC-specific ablation of *Relb*, but not *Nfkb2*, led to a systemic increase in the frequency of FoxP3^+^ Tregs (Andreas et al, 2019). We found a convergence of *Relb*^*∆CD11c*^ and *Nfkb2*^*∆CD11c*^ mice with respect to immune phenotypes—they both accumulated FoxP3^+^ Tregs in the intestine and were resilient to experimental colitis. Our data contended that systemic Treg effects were less important and that β-catenin-dependent modulation of specifically the intestinal Treg compartment was critical for the colitogenic role of RelB:p52 in DCs. As opposed to a substantial increase in the intestinal Treg frequency in *Relb*^*∆CD11c*^ mice, RelB-depleted DCs ex vivo displayed only modest, albeit RA pathway-dependent, enhancement of Treg generation from naive T cells. Based on the literature (Lu et al, 2014) and our study, we reason that in addition to its role in priming Treg differentiation, DC-derived RA also promoted gut homing of Tregs and their stabilization in the intestinal niche in the knockout mice. Additionally, RelB in DCs was shown to promote microbiota-reactive RORγt+ Tregs in the small intestine (Andreas et al, 2019). Although our study did not distinguish between tissue- and microbiota-reactive Tregs in the colon, tissue Tregs were also found to be critical for tolerance to gut commensals (Cebula et al, 2013). Of note, it was suggested that NIK in DCs induced the expression of IL-23, which strengthened Th17 responses to *Citrobacter rodentium* (Jie et al, 2018). A similar DC-intrinsic role of RelB in promoting IL-23-mediated Th17 response to gut commensals cannot be ruled out. However, our ex vivo and in vivo studies argues that Th17 regulations by RelB in DC could be secondary noncanonical NF-κB-mediated Treg controls, at least in the intestinal niche.

We further noticed interesting differences between *Relb* and *Nfkb2* genotypes. In particular, *Nfkb2*-deficient DCs did not show elevated IL-10 expressions as observed in RelB-deficient DCs. *Relb*^*∆CD11c*^ mice accumulated intestinal IgA^+^ B cells, whereas *Nfkb2*^*∆CD11c*^ mice did not. Unlike *Relb*^*∆CD11c*^ mice, *Nfkb2*^*∆CD11c*^ mice did not readily produce a phenotype in the DSS-induced acute colitis regime. Previous studies suggested that IL-10, in addition to DC-derived RA, promotes IgA class switching in the gut (Xu et al, 2007), and also documented an inhibitory role of RelB in DC-mediated IL-10 expressions (Duan et al, 2021). Additionally, RelB:p50 heterodimer was shown to partially compensate for the lack of RelB:p52 in the *Nfkb2*-deficient cell system (Basak et al, 2008). In light of these studies, we conjecture that RelB:p50 and RelB:p52 acted redundantly in DCs in downmodulating IL-10, while a non-redundant role of RelB:p52 in Axin1 transcription restrained β-catenin-dependent Raldh2 synthesis. Accordingly, ablating *Relb* in DCs supported the synergy between IL-10 and the RA pathway, culminating in the increased luminal IgA level. Conversely, RelB:p50 may have masked the phenotype of *Nfkb2*^*∆CD11c*^ mice in the acute regime by preventing heightened IL-10 expressions in knockout DCs and, thereby, changes in the intestinal IgA^+^ cell compartment. *Nfkb2*^*∆CD11c*^ mice also displayed a somewhat less marked increase in the frequency of intestinal Tregs compared to *Relb*^*∆CD11c*^ mice, presumably owing to IL-10 expression differences between these genotypes. While the biochemical mechanism underlying RelB-mediated IL-10 control warrants further investigation, our comparison involving *Relb*^*∆CD11c*^ and *Nfkb2*^*∆CD11c*^ strains identified distinct as well as overlapping gene controls by the noncanonical NF-κB signal transducers *Relb* and *Nfkb2* in DCs with implications for intestinal health. Of note, no single animal model fully captures the clinical complexities of human IBD. Therefore, other models of experimental colitis, particularly the T-cell transfer model, should also be employed in the future to assess the generalizability of the proposed DC-intrinsic noncanonical NF-κB mechanisms in regulating intestinal inflammation.

The widely known role of the noncanonical NF-κB pathway lies in lymphoid stromal cells in supporting RelB-dependent expressions of homeostatic lymphokines, which promote secondary lymph node development during early embryogenesis and also lymphocyte ingress in lymph nodes in adults (Mukherjee et al, 2017a; Sun, 2017). In addition, *Nfkb2*-dependent crosstalk was shown to modulate RelA-driven inflammatory gene expressions in a variety of cell types (Chawla et al, 2021; Shih et al, 2009; Basak et al, 2007). Although such cross-regulatory RelA controls by noncanonical NF-κB signaling are yet to be established in DCs, our work involving *Nfkb2*- as well as RelB-deficient cells unequivocally established that noncanonical RelB:p52 NF-κB signaling in DCs inhibited the tolerogenic β-catenin–Raldh2 axis, fueling intestinal pathologies. Further studies are required to determine if, independent of RelB, p100 directs immunogenic DC attributes via also RelA or another factor. Nevertheless, beyond tolerogenic DC functions, β-catenin and the Raldh2-RA pathway have other biological roles. For example, β-catenin deregulations in intestinal epithelial cells drive colon cancer (Zhao et al, 2022). In a recent study, Conlon et al suggested that LTβR inhibits WNT/β-catenin signaling in lung epithelial cells, exacerbating tissue damage in chronic obstructive pulmonary disease (Conlon et al, 2021). On the other hand, neuronal-derived RA promoted early lymph node biogenesis (Van De Pavert et al, 2009), and intestinal DC-secreted RA was critical for the maintenance of secondary lymph nodes (Zhang et al, 2016). We argue that our work may provide for a significant revision of our understanding of noncanonical NF-κB functions in physiology and disease. To this end, future studies ought to examine the potential trigger of noncanonical NF-κB signaling in various anatomic niches and their plausible impact on β-catenin activity or the RA pathway in shaping immune responses or developmental processes.

Finally, micronutrients are emerging as important determinants of mucosal immunity and potential interventional tools for inflammatory ailments (Gombart et al, 2020). Previous studies indicated that vitamin D exerts a negative impact on RelB synthesis in DCs (Ratra et al, 2022; Dong et al, 2005). As such, Raldh2 empowers intestinal DCs to secrete constitutively copious amounts of RA. Our current investigation posits that noncanonical NF-κB signaling curbs this immunomodulatory retinoic acid synthesis pathway in intestinal DCs, imparting vulnerability to colitogenic insults. Therefore, it appears that beyond its well-articulated role in immune gene expressions, DC-intrinsic noncanonical NF-κB signaling could be also critical for the micronutrient control of intestinal inflammation. While the significance of our study in the context of nutritional or DC-based therapy remains to be tested, we, in sum, establish a DC network integrating immune signaling and micronutrient metabolic pathways in the intestine.

## Methods

**Table:** Reagents and tools table

Reagents	Source	Identifier/RRID
**Antibodies**		
Anti-RelA rabbit polyclonal	Santa Cruz Biotechnology	sc-372; AB_632037
Anti-RelB rabbit polyclonal	Cell Signaling Technology	4922S; AB_2179173
Anti-mouse p52/p100 rabbit polyclonal	Generated in the Lab	Mouse p52/p100 sequence used: DNCY DPGLDGIPEYDD
Anti-Gapdh rabbit polyclonal	Cell Signaling Technology	2118S; AB_10698756
Anti-active β-catenin rabbit monoclonal	Cell Signaling Technology	8814S; AB_11127203
Anti-Raldh2 rabbit monoclonal	Cell Signaling Technology	83805S; AB_2800032
Anti-phospho-GSK-3β rabbit polyclonal	Cell Signaling Technology	9336S; AB_331405
Anti-GSK-3β rabbit polyclonal	Cell Signaling Technology	9315S; AB_490890
Anti-Axin1 rabbit monoclonal	Cell Signaling Technology	2087S; AB_2274550
Anti-Notch2 rabbit monoclonal	Cell Signaling Technology	5732T; AB_10693319
Anti-β-catenin Rabbit polyclonal	Invitrogen	71-2700; AB_2533982
Anti-IRF4 rabbit polyclonal	Thermo Scientific	PA5-21144; AB_11152871
Goat anti-rabbit IgG-Cy5 secondary	Cytiva	PA45011; AB_772205
Rabbit Trueblot Anti-Rabbit IgG HRP	Rockland	18‐8816‐33; AB_2610848
Anti-CD45.2 (104) BUV563	eBiosciences	365045482; AB_2925379
Anti-CD25 (PC61.5) BUV661	eBiosciences	376025182; AB_2925446
Anti-IL17A (17B7) BUV805	eBiosciences	368717782; AB_2896169
Anti-CD197(CCR7) 4B12 eF450	eBiosciences	48197182; AB_1944351
Anti-CD4(GK1.5) BUV737	eBiosciences	367004182; AB_2895921
Anti-integrin a4b7 PE (DATK32)	eBiosciences	12588782; AB_657803
Anti-MHC II (M5/114.15.2) PE-Cy7	eBiosciences	25532182; AB_10870792
Anti-CD64 (X54-5/7.1) PerCP-e710	eBiosciences	46064182; AB_2735016
Anti-CD19 (1D3) BV780	eBiosciences	780109382; AB_2925722
Anti-CD3E (145-2C11) BV780	eBiosciences	78003182; AB_2784894
Anti-NK1.1(PK136) BV780	eBiosciences	78594182; AB_2744923
Anti-Foxp3(150D/E4) FITC	eBiosciences	11577382; AB_465243
Anti-F4/80(BM8) FITC	eBiosciences	123107; AB_103762287
Anti-CD11b (M1/70) BV 510	BioLegend	101245; AB_2561390
Anti-CD11c (N418) PerCP	BioLegend	117236; AB_925727
Anti-β-catenin1(15B8) PE	BioLegend	862604; AB_2832863
Anti-CCR9 (CW1.2) PE-Cy7	BioLegend	128712; AB_10901176
Anti-IFNγ (XMG1.2) APC-Cy7	BioLegend	505850; AB_2616698
Anti-B220 (RA3-6B2) FITC	BD Pharmingen	553088; AB_394618
Anti-IgA (mA-6E1) PE	eBiosciences	12-4204-82; AB_465917
Anti-CD103 (2E7) BUV737	eBiosciences	367-1031-82; AB_2895987
**Chemicals and peptides**		
DSS (36,000–50,000 MW)	MP Biomedicals	160110
FITC-Dextran (MW 3000 - 5000)	Sigma-Aldrich	60842-46-8
Collagenase, Type 4	Gibco	17104019
DNase I	Worthington	LS002139
LPS from *E. coli* serotype O55:B5	Enzo Life Sciences	ALX-581-013-L002
Porcn Inhibitor-II, C59-inhibitor	Merck	SKU5004960001
Wnt-β-catenin signaling inhibitor -Fzm1	Merck	534358
BMS493 (RAR inhibitor)	MedChem Express	HY-108529
β-catenin/Tcf Inhibitor III, iCRT3	Sigma-Aldrich	219332
LTβR-IgG fusion protein	Biogen Inc.	US20110046073A1
Recombinant mouse TGFβ1	BioLegend	763104
Anti-CD3	Thermo Scientific	16-0032-86; AB_467057
Anti-CD28	Thermo Scientific	16-0281-86; AB_468923
Recombinant mouse GM-CSF	Miltenyi Biotec	130095739
Recombinant mouse IL-4	Miltenyi Biotec	130097757
**Commercial kits**		
RNeasy Mini Kit (250)	Qiagen	74106
Primescript 1^st^ strand cDNA kit	Takara Bio	6110B
Foxp3/TF Staining Buffer	Invitrogen	00-5523-00
ALDEFLUOR Kit	Stem cell technologies	01700
Leukocyte activation kit	BD Biosciences	550583
Naive CD4 T-cell isolation kit	Miltenyi Biotec	130 104 453
Live/dead fixation yellow dye	Invitrogen	L34968
QIAamp PowerFecal Pro DNA kit	Qiagen	51840
Mouse IgA Uncoated ELISA kit	Invitrogen	88-50450-22
**Mice models**		
*Nfkb2* ^*−/−*^	small animal facility, NII	N/A
*Relb*^*fl/fl*^ mice	Jackson Laboratories	028719
*Nfkb2*^*fl/fl*^ mice	Jackson Laboratories	028720
*Ctnnb1* ^*fl/fl*^ mice (floxed for β-catenin gene)	generous gift from Prof. Amitabha Bandopadhyay, IIT Kanpur	N/A
*Itgax*-Cre mice (CD11c-Cre)	Jackson Laboratories	008068
**Primers for qRT-PCR (mouse genes)**		
**Gene**	**Forward (5’–3’)**	**Reverse (5’–3’)**
*Il1b*	AACCTGCTGGTGTGTGACGTTC	CAGCACGAGGCTTTTTTGTTGT
*Cxcl10*	ACCAACCACCAGGCTAGA	GCGTCACACTCAAGCTCT
*Aldh1a2*	ATGGGTGAGTTTGGCTTACG	GGTTCATTGGAAGGCAGAAA
*Il10a*	CTAACCGACTCCTTAATGC	AATCACTCTTCACCTGCTC
*Actin*	CCAACCGTGAAAAGATGAC	GTACGACCAGAGGCATACAG
*Ctnnb1*	GTTCGCCTTCATTATGGACTGCC	ATAGCACCCTGTTCCCGCAAAG
*Axin1*	CACCCAGAAGCTGCTATTGGAGA	CCAGGGCATAGCCAGAGTTGA
**Bacterial taxa primers**		
*Actinobacteria*	CGCGGCCTATCAGCTTGTTG	ATTACCGCGGCTGCTGG
*Firmicutes*	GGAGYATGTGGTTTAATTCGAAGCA	AGCTGACGACAACCATGCAC
*Bifidobacterium*	TCGCGTCCGGTGTGAAAG	CCACATCCAGCATCCAC
*Enterobacter*	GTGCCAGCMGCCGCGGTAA	GCCTCAAGGGCACAACCTCCAAG
*SFB*	GACGCTGAGGCATGAGAGCA	GACGGCACGGATTGTTATTC
*Sutterella*	CGCGAAAAACCTTACCTAGCC	GACGTGTGAGGCCCTAGCC
*Prevotella*	CACGGTAAACGATGGATGCC	GGTCGGGTTGCAGACC
*β-Proteobacteria*	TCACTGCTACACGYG	ACTCCTACGGGAGGCAGCAG
*Universal 16s*	TCCTACGGGAGGCAGCAGT	GGACTACCAGGGTATCTAATCCTGTT
**Software/computational tools**		
**Tools**	**Source**	
DESeq2 package	https://bioconductor.org/packages/release/bioc/html/DESeq2.html (Love et al, 2014)	
fgsea package	https://bioconductor.org/packages/release/bioc/html/fgsea.html (Korotkevich et al)	
Integrative Genomics Viewer v2.16.2	https://igv.org/app/ (Robinson et al, 2011)	
MEME Suite	https://meme-suite.org/meme/tools/meme (Bailey et al, 2015)	
AUCell package	https://bioconductor.org/packages/release/bioc/html/AUCell.html (Aibar et al, 2017)	
Seurat package	https://satijalab.org/seurat/reference/seurat-package (Satija et al, 2015)	
fastQC	https://www.bioinformatics.babraham.ac.uk/projects/fastqc/	
Paired-End reAd merger (PEAR)	https://www.h-its.org/downloads/pear-academic/ (Zhang et al, 2014)	
QIIME2-2022.2	https://qiime2.org/ (Guerrini et al, 2019)	
SILVA SSU 138	https://www.arb-silva.de/documentation/release-1381/ (Pruesse et al, 2007)	
ampvis R-package	https://kasperskytte.github.io/ampvis2/articles/ampvis2.html	
ggplot2 package	https://ggplot2.tidyverse.org/ (Wickham, 2011)	
Biorender	https://www.biorender.com/	

### Methods and protocols

### Animal use

Sources of parental mouse strains used in this study have been indicated in the Reagents and Tools Table. All strains were housed at the National Institute of Immunology in the specific pathogen-free facility, and used in accordance with the guidelines of the institutional animal ethics committee (Approval no.—IAEC – 487/18, 615/22, IBSC-512/22). CD11c-Cre mice were crossed with various floxed genotypes for generating CD11c cell-specific knockouts. Mice were allocated randomly to experimental groups and no blinding was done.

### Studying chemically induced colitis in mice

Seven to eight weeks old littermate male mice of indicated genotypes were cohoused for at least 1 week prior to experiments. As described (Wirtz et al, 2017), acute colitis was induced by administering 1.5% DSS in drinking water for 7 days, otherwise indicated. For some experiments, mice were peritoneally injected with 200 μg of LTβR-IgG fusion protein on −1, 2, and 4 days of DSS-administration. For chronic colitis induction, mice were fed with 1% DSS in drinking water for 7 days followed by 13 days of normal water; this cycle was repeated thrice. DSS-treated mice were examined for bodyweight changes in a time course. As a humane endpoint, mice with more than 20% bodyweight loss were immediately euthanized. For certain sets, mice were euthanized on indicated days post-DSS treatment, and the length of the excised colon was measured. For histological studies, the colon was fixed in 4% formalin and embedded onto the paraffin block following the Swiss roll technique. Colon sections were examined following hematoxylin and eosin (H&E) staining or upon additional staining using Alcian Blue. Images were captured in an Olympus inverted microscope using Image-Pro6 software. To assess intestinal permeability, mice were gavaged with 440 mg/kg FITC-dextran 6 h before fluorescence measurements in sera.

### Analyses of colonic immune cells

LP immune cells were isolated from dissected mouse colons, as described (Kim et al, 2022), except that an 80 and 40% Percoll gradient was performed and lymphocytes were collected from the interphase of Percoll layers. For MLNs and the spleen, single-cell suspensions were prepared by meshing these organs using a 70-micron cell strainer. Cells were then stained with fluorochrome-conjugated antibodies, and analyzed by flow cytometry. For surface staining, cells were labeled with antibodies in the staining buffer for 30 min on ice. Intracellular staining was performed using a commercially available kit as per the manufacturer’s instruction (eBiosciences). For T-cell analysis, cells were stimulated using leukocyte activation cocktail (BD Biosciences) for 4 h before being subjected to staining. Flow cytometry data were acquired on A5 symphony and analyzed using FlowJo v10 software. For sorting cells, BD FACSAria III cell sorter was used. Details of the gating strategy and flow cytometry antibodies have been provided in Appendix Fig. S3A and Reagents and Tools Table, respectively.

### Studies involving BMDCs

BMDCs were generated from mouse bone marrow cells following a revised GM-CSF/IL-4 protocol that involves supplementing GM-CSF-containing DC-differentiation medium with rIL-4 but from day 6 of cell seeding (Jin and Sprent, 2018). Non-adherent cells were collected from the culture at day nine and seeded in fresh plates for experiments. BMDC differentiation was confirmed by examining the surface expression of CD11c and MHC II by flow cytometry. Bone marrow cells from *Relb*^*∆CD11c*^ and *Nfkb2*^*ΔCD11c*^ mice were used to produce BMDCs lacking the function of *Relb* and *Nfkb2*, respectively. Gene disruptions were confirmed in these day-9 BMDCs by immunoblot analyses.

For the Treg generation assay, naive CD4^+^ T cells (CD4^+^CD25^−^CD62L^+^) were sorted from the spleen of WT C57Bl/6 mice using a commercially available kit (Miltenyi Biotec). Next, 1 × 10^5^ naive CD4^+^ T cells were co-cultured with WT or gene-deficient BMDCs at a ratio of 1:1 in the presence of a soluble anti-CD3 antibody (1 μg/ml) and Treg polarizing cytokines—TGF-β (5 ng/ml), rIL2 (20 U/ml), and RAR inhibitor, BMS493 (100 nM) in a round-bottom 96-well plate. After another 3.5 days in the culture, cells were subjected to flow cytometry analyses for the expression of CD4, CD25, and FoxP3. RALDH activity was determined using the ALDEFLUOR assay kit, as per the manufacturer’s protocol (Stem Cell Technologies). Specifically, 0.5–1 million cells per ml were used for the analysis and incubated for 35 mins. The frequency of Aldefluor^+^ cells in the CD11c^+^MHCII^int/hi^ BMDC population was scored by flow cytometry.

### Biochemical and gene expression studies

Immunoblot analyses and RT-qPCR were performed essentially following our previously published methods (Chawla et al, 2021) using WT or gene-deficient BMDCs. In certain experiments, BMDCs were also treated with 100 ng/ml of LPS for 8 h. For in vivo analyses, cells were sorted from mice MLN using antibodies against required markers and similarly processed for immunoblotting. Primary antibodies and RT-qPCR primers used in this study have been described in the Reagents and Tools Table. For Immunoblot assays, Cy5 conjugated secondary antibodies were used (Cytiva Lifesciences); gel images were acquired using Typhoon Variable Mode Imager, and band intensities were quantified in ImageQuant. For detecting active β-catenin, an antibody (CST, 8814 S) that specifically recognizes unphosphorylated β-catenin simultaneously at Ser-33, Ser-37, and Thr-41 was used. As described earlier (Mukherjee et al, 2017b), whole-cell lysate prepared from ~10^6^ cells was used for co-immunoprecipitation studies. Immunoprecipitation was performed using 2 μg of anti-β-catenin antibody, and immunopellets were examined by immunoblot analyses using TrueBlot secondary antibody. For colonic mRNA measurements, total RNA isolated from tissues derived from the distal colon was used.

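The 6 libraries were compared with each other before they were averaged. Between libraries of 1 genotype, the Pearson correlation of log2 CPM across genes, which are not independent replicates, was 0.949 to 0.973 among WT and 0.925 to 0.985 among Nfkb2−/− libraries. Between libraries of different genotypes it was 0.904 to 0.973, so that libraries of 1 genotype were not always closer to each other than to the other genotype. WT replicate 2 correlated with Nfkb2−/− replicate 2 at 0.969, above its 0.949 with WT replicate 3. The closest pair was Nfkb2−/− replicates 2 and 3, whose counts still differed by a chi-square per degree of freedom of 12.4, where sampling noise alone gives about 1, so that each library was kept as a separate replicate. The first principal component of log2 CPM over the genes tested held 45.2% of the variance. It set Nfkb2−/− replicate 1, with a score of 160.0, apart from the other 5 libraries, whose scores lay between -56.3 and -9.72. The second component held 29.1%, with scores of 45.8, -15.9 and 96.4 in WT replicates 1, 2 and 3 and of 6.22, -70.3 and -62.2 in Nfkb2−/− replicates 1, 2 and 3.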

For RNA-seq studies, BMDCs generated from WT and global *Nfkb2*^*−/−*^ mice were compared in triplicates. Library preparation and sequencing were carried out at Nucleome Informatics, Hyderabad. When the cumulative read count of a transcript estimated from a total of six experimental sets was less than fifty, the corresponding gene was excluded from the analysis. Ensembl IDs lacking assigned gene names were also excluded. Accordingly, we arrived at a list of 19118 genes. 

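Applied to the deposited counts, the same filters kept 22651 Ensembl IDs with at least 50 counts over the 6 libraries, of which 21849 had a gene name in GENCODE M21. Counts on IDs without a name there made up between 1.01% and 1.75% of the total of a library. The paper's list holds 19118 genes, and the annotation it took names from is not stated in its text. With edgeR's filterByExpr in place of the sum of 50 counts, 19238 named genes remained. At least 10 counts in every library left 16284.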

Next, average read counts of these genes in experimental sets were calculated, and fold changes in the mRNA levels in *Nfkb2*^*−/−*^ cells in relation to WT BMDCs were determined using the DEseq2 package from Bioconductor. Genes were then ranked in descending order of this fold change difference. 

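By edgeR's estimates, 13790 of the 21849 genes had a fold change over 1.2 in either direction, 8340 of them higher and 5450 lower in Nfkb2−/− BMDCs. Adding the condition of an adjusted p-value under 0.05 reduced these to the 248 genes analysed as differentially expressed. Every one of the 248 already exceeded the 1.2-fold limit, so that the p-value alone set their number, and 234 also exceeded a 2-fold change. Under an adjusted p-value of 0.01 the count was 0.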

Differentially expressed genes with fold change values above or below 1.2 were subjected to the pathway enrichment analysis using WikiPathways subset of cellular processes available at MSigDB (www.gseamsigdb.org). The ranked gene list was also examined by GSEA involving the fgsea package using a previously described list of Retinoic acid targets (Balmer and Blomhoff, 2002). Integrative Genome viewer was used for generating genome browser tracks for RelB binding to the *Axin1* locus. For identifying NF-κB binding motifs around the ChIP-seq peaks, we used the Meme Suite.

### Single-cell RNA-Seq data analysis

We analyzed publicly available single-cell RNA-Seq data generated using colonoscopic biopsies from human IBD patients (Smillie et al, 2019; Devlin et al, 2021; Data ref: Smillie et al, 2019; Devlin et al, 2021), and those derived using colonic tissues from DSS-treated WT mice (Ho et al, 2021; Data ref: Ho et al, 2021) For human IBD, a total of 1819 colonic DCs from healthy or inflamed biopsies were examined. For DSS-induced colitis in mice, a total of 2236 intestinal mononuclear phagocytes (MNPs) from either untreated WT mice or those subjected to DSS treatment for 3 or 6 days were collectively considered. Leveraging a list of prototypic macrophage or DC genes, these MNPs were clustered into macrophages or DCs using the AUCell package in R. Then intestinal DCs were examined for the expression of indicated genes. Seurat package in R was used for gene expression analyses.

### Microbiome studies

Fresh feces were collected from 8-week-old littermate floxed and gene-deficient mice that were cohoused. Bacterial genomic DNA was extracted using QIAamp PowerFecal Pro DNA kit (Qiagen). The V3-V4 region of 16s rDNA was amplified by PCR and sequenced in the MiSeq platform at THSTI (Illumina) using the 2 × 250 bp paired-end protocol yielding pair-end reads that overlap almost completely. The read quality was examined by fastQC program (see Reagents and Tools Table for program source). Reads were processed based on a threshold phred score (Q phred) ≥20, and then merged to obtain high quality, long single reads using Paired-End reAd mergeR (PEAR) program (see Reagents and Tools Table for program source). The QIIME2 pipeline (qiime2-2022.2) was used for generating Operational Taxonomic Unit (OTU) table from the merged reads—reads were clustered based on 99% sequence identity. The naive Bayes machine-learning classifier plugin of QIIME2’s q2-feature-classifier was used to find taxonomic classification up to the genus level based on SILVA SSU 138 (See Reagents and Tools Table for program source). The core OTU was subtracted from the main OTU table if an OTU was present in ≤80% of the total sample of the group. The relative abundance of each OTU was calculated by number of the OTU in each sample divided by total number of OTUs in all the samples. The differential microbial abundance was converted into log 10 values to show negatively and positively abundant taxa in both groups. The microbial alpha diversity analysis was performed using the ampvis2 R-package program. The statistical analysis was carried out using the tidyverse and ggplot2 R-packages (see Reagents and Tools Table for program source).

Further, the composition of bacterial taxa in flow cytometry-sorted IgA+ and IgA− fractions of the fecal microbiota was assessed using qPCR with the primers described in Reagents and Tools Table. For measuring fecal IgA by ELISA, feces were homogenized in sterile PBS, and centrifuged to remove bacteria and insoluble debris. Fecal samples were then serially diluted and analyzed for IgA concentration by ELISA using a commercially available kit following the manufacturer’s protocol (Invitrogen). Reading was acquired in a microplate reader (MultiSkan FC microplate photometer).

### Statistical analysis

All experiments undergoing statistical tests were performed at least thrice or more as biological replicates. No data were excluded from the analyses. GraphPad Prism 10 was used to plot and perform the statistical analysis. Statistical analyses were performed using unpaired *t* test for comparison of two groups and one-way ANOVA followed by Tukey’s multiple comparisons test for multiple groups indicated in the respective figure legends. All quantitative data are denoted as mean ± standard error of mean (SEM). No statistical methods were used to the sample size.

## Supplementary information

Appendix

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

## Data Availability

The MIAME version of the RNA-seq dataset is available on NCBI Gene Expression Omnibus accession GSE249101, and the microbiome data is available at the accession PRJNA1046443. All the raw data is available at BioStudies accession ID: S-BSST1441. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-024-00182-6.

# Supplementary material for: Non-canonical NF-κB signaling limits the tolerogenic β-catenin-Raldh2 axis in gut dendritic cells to exacerbate intestinal pathologies
**Source:** EMBO J. 2024 Jul 25;43(18):3895–915. doi: 10.1038/s44318-024-00182-6
**Supplement:** Supplementary file 1 — Appendix

## Appendix

### Non-canonical NF- $\kappa$ B signaling limits the tolerogenic $\beta$ -catenin-Raldh2 axis in gut dendritic cells to exacerbate intestinal pathologies

Alvina Deka<sup>1,\*</sup>, Naveen Kumar<sup>1,\*</sup>, Swapnava Basu<sup>1</sup>, Meenakshi Chawla<sup>1</sup>, Namrata Bhattacharya<sup>2,3</sup>, Sk Asif Ali<sup>1</sup>,  
Bhawna<sup>1</sup>, Upasna Madan<sup>4</sup>, Shakti Kumar<sup>4</sup>, Bhabatosh Das<sup>4</sup>, Debarka Sengupta<sup>2</sup>, Amit Awasthi<sup>4</sup>,  
Soumen Basak<sup>1</sup>, ✉

Biomedical Sciences, Queensland University of Technology (QUT), Brisbane, Queensland, Australia

\* these authors have contributed equally to the work

#### Table of contents:

|                                                                                                                            |            |
|----------------------------------------------------------------------------------------------------------------------------|------------|
| Appendix Figure S1: Studying DSS-induced experimental colitis in mice.                                                     | Page - 2-3 |
| Appendix Figure S2: Studying WT and non-canonical NF- $\kappa$ B-deficient BMDCs.                                          | Page - 4   |
| Appendix Figure S3: Investigating colonic lamina propria immune cells in mice.                                             | Page - 5   |
| Appendix Figure S4: Investigating crosstalk between $\beta$ -catenin and non-canonical<br>NF- $\kappa$ B signaling in DCs. | Page - 6   |
| Appendix Figure S5: Probing the non-canonical NF- $\kappa$ B signaling in intestinal MNPs<br>from IBD patients             | Page - 6   |
| Appendix Table S1: Prototypic gene signatures for cell types/subsets                                                       | Page - 7   |

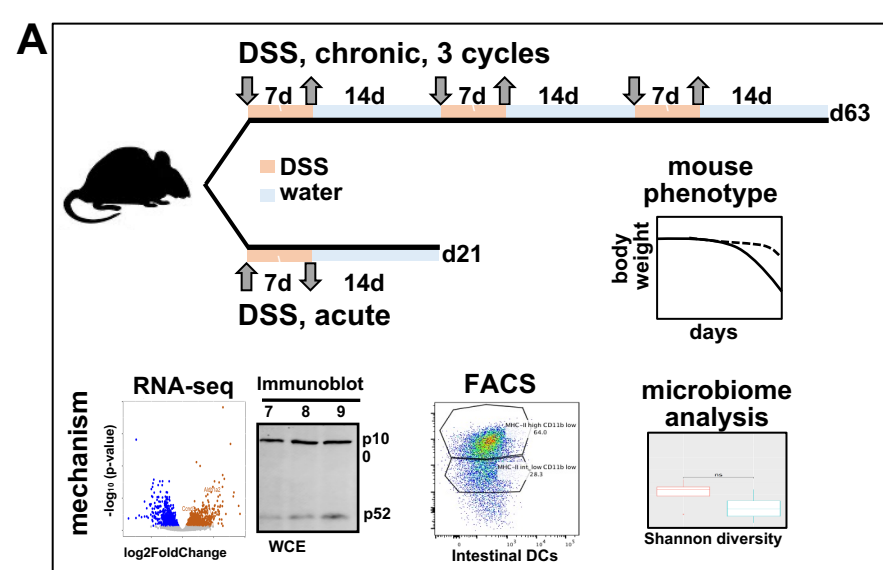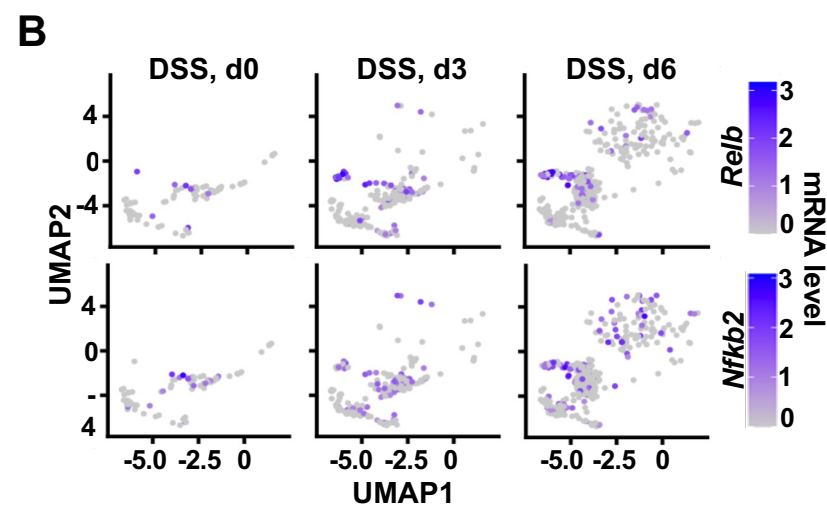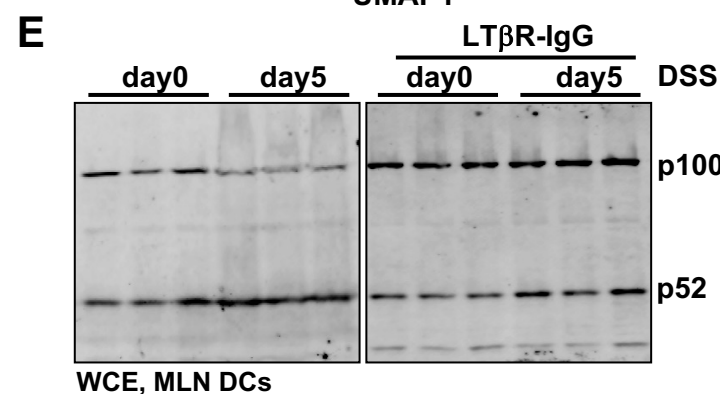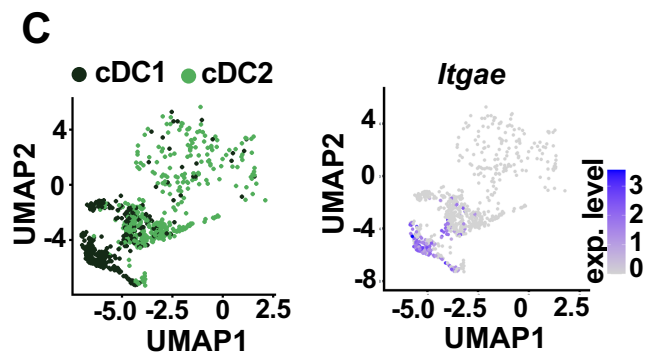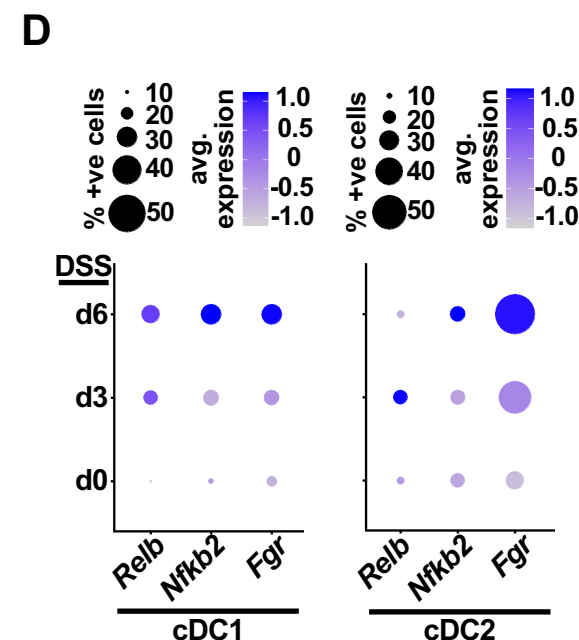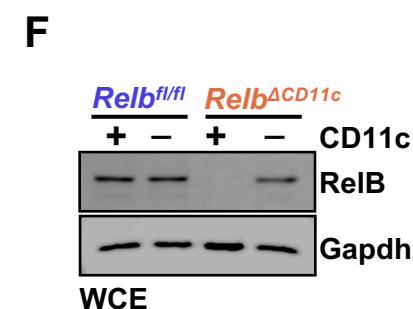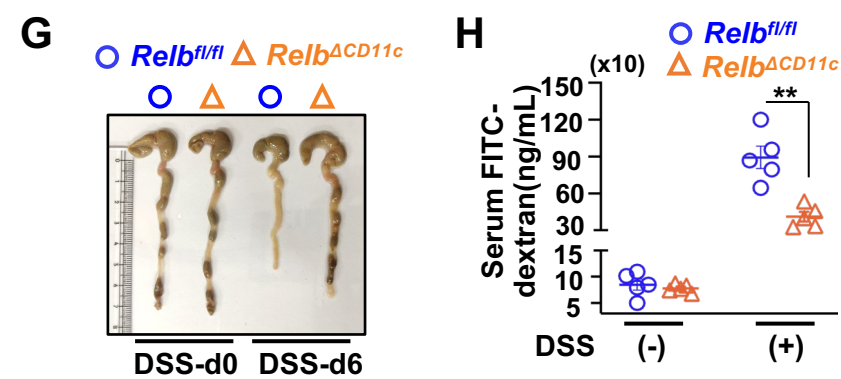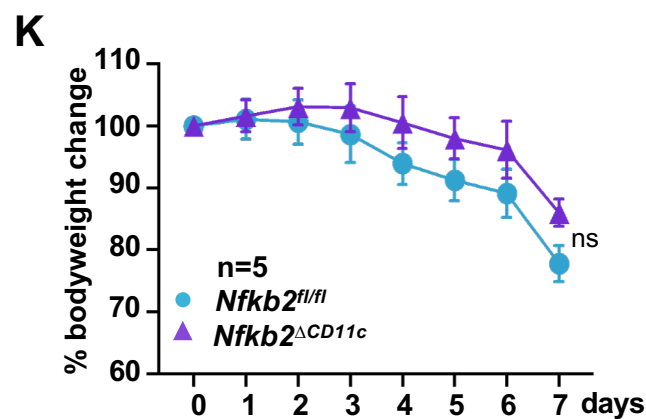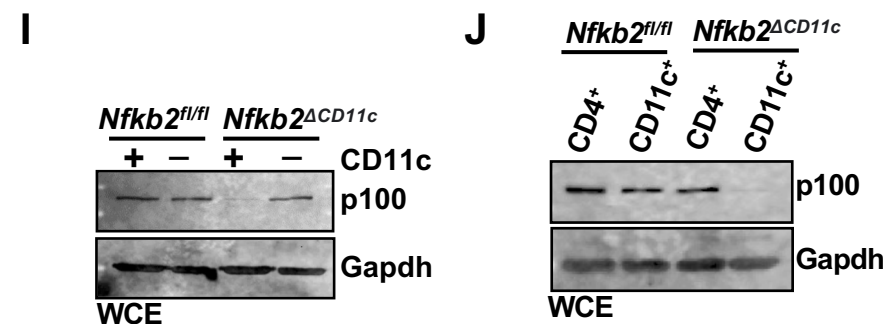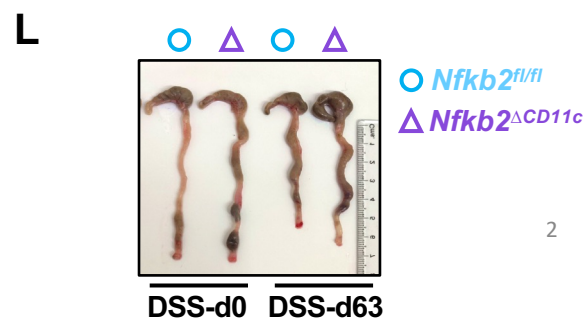

**Appendix Figure S1: Studying DSS-induced experimental colitis in mice.** (A) Experimental schema for DSS-induced acute and chronic colitis in mice. Immunoblot from Figure 2A has been re-used here for representation purpose. (B) UMAP depicting the expression of *Relb* and *Nfkb2* mRNAs in a time course in intestinal DCs from WT mice subjected to DSS-induced acute colitis (C) Feature plot depicting the DC-subsets (left panel) and CD103 expression (right) in the DC cluster indicated in Fig1A. The list of genes used for distinguishing cDC1 and cDC2 subpopulations has been provided in supplementary Table 1. (D) Dotplot revealing the expression of indicated genes in cDC1 (left) and cDC2 (right). Publicly available mouse single-cell RNA-seq data was analysed (GSE148794). (E) Immunoblot showing abundance of p52/p100 in MLN-DCs sorted from untreated mice or those administered with 1.5% DSS in drinking water for 5 days. Also, the mice were treated with indicated antibodies on day -1, 2, 4 of the DSS treatment. (F) Immunoblots revealing the abundance of RelB in CD11c<sup>+</sup> or CD11c<sup>-</sup> splenocytes from *Relb*<sup>fl/fl</sup> and *Relb*<sup>ACD11c</sup> mice. (G) Representative colon images from *Relb*<sup>fl/fl</sup> and *Relb*<sup>ACD11c</sup> mice subjected to 1.5% acute DSS treatment. (H) Dot plot revealing the serum concentration of FITC-dextran in *Relb*<sup>fl/fl</sup> and *Relb*<sup>ACD11c</sup> mice left untreated or subjected to acute DSS treatment; FITC-dextran was gavaged orally 6h prior to serum collection (I), (J) Immunoblot showing p100/*Nfkb2* levels in CD11c<sup>+</sup> and CD11c<sup>-</sup> (H) or CD4<sup>+</sup> and CD4<sup>-</sup> (I) splenocytes from *Nfkb2*<sup>fl/fl</sup> and *Nfkb2*<sup>ACD11c</sup> mice. (K) In the acute colitis regime, *Nfkb2*<sup>fl/fl</sup> and *Nfkb2*<sup>ACD11c</sup> mice were treated with 1.5% DSS and evaluated for body weight changes for 7 days (L) Representative colon images from *Nfkb2*<sup>fl/fl</sup> and *Nfkb2*<sup>ACD11c</sup> mice subjected to chronic-DSS treatment. Data represent mean  $\pm$  SEM. For statistical analysis, two-tailed Student's t-test was performed. ns, not significant.

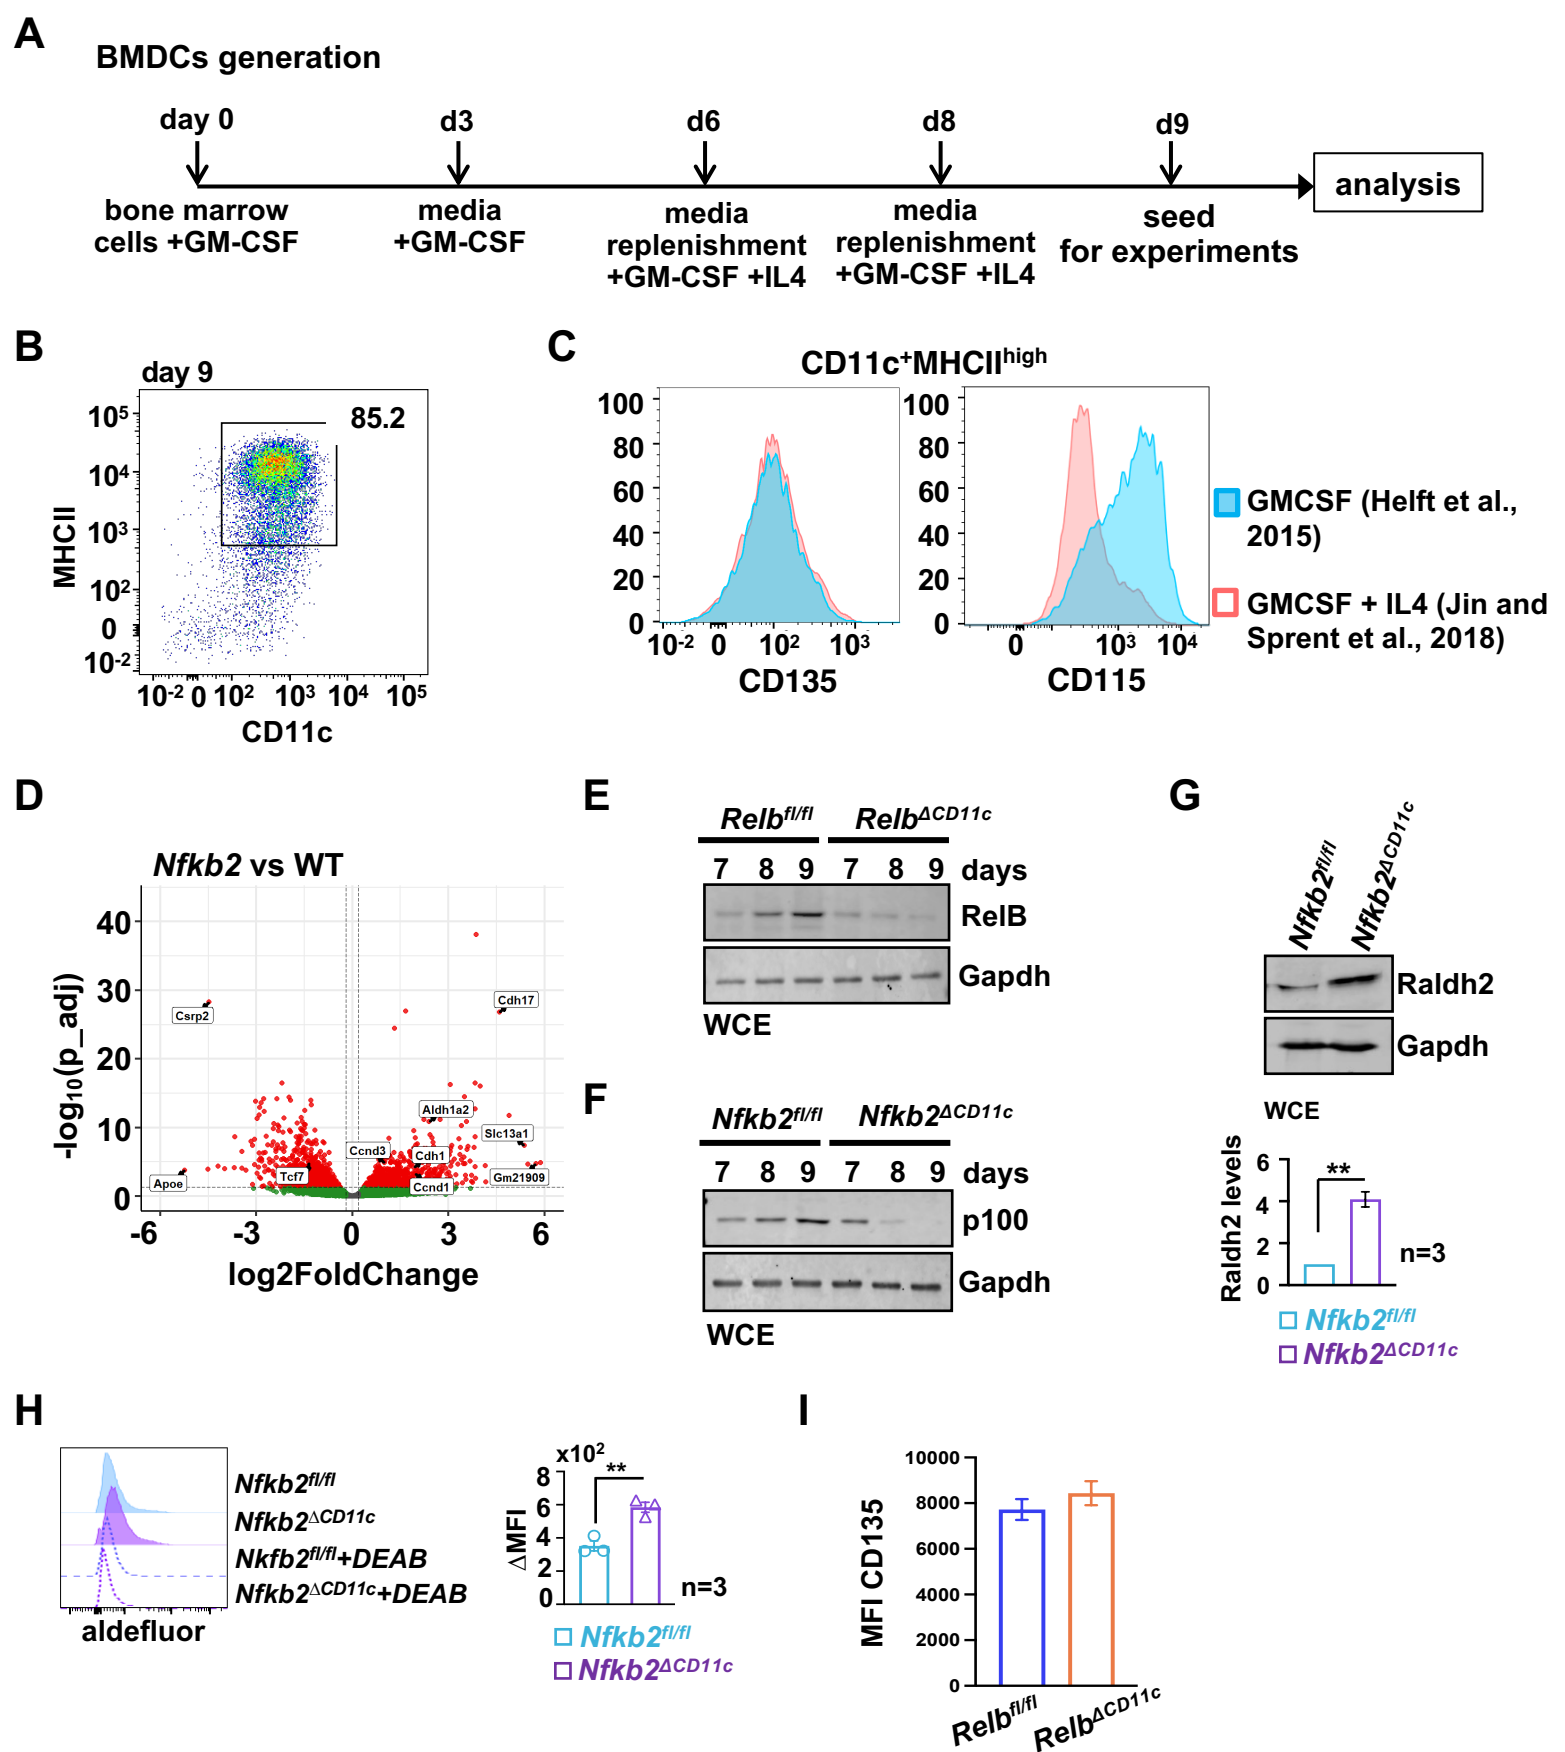

**Appendix Figure S2: Studying WT and non-canonical NF- $\kappa$ B-deficient BMDCs.** (A) Schema depicting generation BMDCs *ex vivo*. (B) Representative FACS plot showing the percentage of CD11c<sup>+</sup>MHCII<sup>hi/int</sup> cells generated on day 9 in BMDC-differentiating culture *ex vivo*. Bone marrow cells from WT C57/BL6 mice were used. (C) Histogram comparing CD11c<sup>+</sup>MHCII<sup>high</sup> BMDCs generated using either GM-CSF alone following the protocol published by Helft et al., (2015) or a cocktail of GM-CSF+IL4 following the protocol published by Jin and Sprent et al., (2018) for the surface expression of the DC marker CD135 or the macrophage marker CD115. (D) Volcano plot comparing WT and *Nfkb2*<sup>-/-</sup> BMDCs for the global gene expression. (E), (F) Immunoblot analyses comparing BMDCs from *Relb*<sup>fl/fl</sup> and *Relb*<sup>ΔCD11c</sup> (E) or *Nfkb2*<sup>fl/fl</sup> and *Nfkb2*<sup>ΔCD11c</sup> (F) mice for the expression of RelB (E) or p100 (F), respectively. (G) Representative immunoblot revealing the abundance of Raldh2 in *Nfkb2*<sup>fl/fl</sup> and *Nfkb2*<sup>ΔCD11c</sup> BMDCs. Barplot below represent quantified band intensities. (H) Histograms (left) showing Raldh enzymatic activity measured by Aldefluor assay in *Nfkb2*<sup>fl/fl</sup> and *Nfkb2*<sup>ΔCD11c</sup> BMDCs. (I) Bargram comparing *Relb*<sup>fl/fl</sup> and *Relb*<sup>ΔCD11c</sup> BMDCs for the MFI of surface expressions of the DC marker CD135. Data from independent experiments are presented in a barplot (right). Data represent mean  $\pm$  SEM. For statistical analysis, two-tailed Student's t-test was performed. \*P < 0.05; \*\*P<sub>2</sub> < 0.01; \*\*\*P < 0.001; ns, not significant

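Of the 10 genes named in the volcano plot, 7 were differentially expressed in the deposited counts by edgeR's quasi-likelihood test. All 10 had an adjusted p-value under 0.05 with DESeq2 and also when adjusted over the list alone. The paper labelled these 10 on a plot of the same libraries and used DESeq2, so that these passes are not independent support. Slc13a1 and Gm21909 had at most 3 counts in every WT library and were at least 22.9-fold and 17.9-fold higher in Nfkb2−/− BMDCs, computed against a floor of 3 counts. Gm21909 is a predicted gene, and its adjusted p-value was 0.0491 with edgeR, 0.237 with limma voom and at most 0.240 in any alternative. Cdh17 had a log2 fold change of 4.59 (standard error 0.30, adjusted p = 0.0151 from edgeR), and Ccnd3 one of 1.03 (standard error 0.16, adjusted p = 0.0420). Csrp2 fell from 51.5 ± 21.7 CPM (SD, n = 3) to 2.37 ± 0.424 CPM (SD, n = 3), a log2 fold change of -4.45 (standard error 0.38, adjusted p = 0.0236 from edgeR). Tcf7 had a log2 fold change of -1.34 (standard error 0.22, adjusted p = 0.0462 from edgeR). Apoe, Ccnd1 and Cdh1 did not overlap between the genotypes but missed the threshold, with log2 fold changes of -5.21, 1.97 and 1.93 and adjusted p-values of 0.0770, 0.0931 and 0.0701 from edgeR. Apoe varied most among the WT libraries, with 82.3, 56.5 and 3.68 CPM. Without WT replicate 3, its adjusted p-value was 0.0172 (edgeR), within a range over all alternatives from 6.45e-53 to 0.285. The lowest of these came from the fit with no filter beyond 1 count in any library, on which little weight is put. Ccnd1 passed the threshold without WT replicate 2 or 3 (adjusted p = 0.0403 and 0.0337, edgeR) and Cdh1 without WT replicate 2 (adjusted p = 0.0124, edgeR). Over all alternatives their adjusted p-values reached 0.310 and 0.290.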

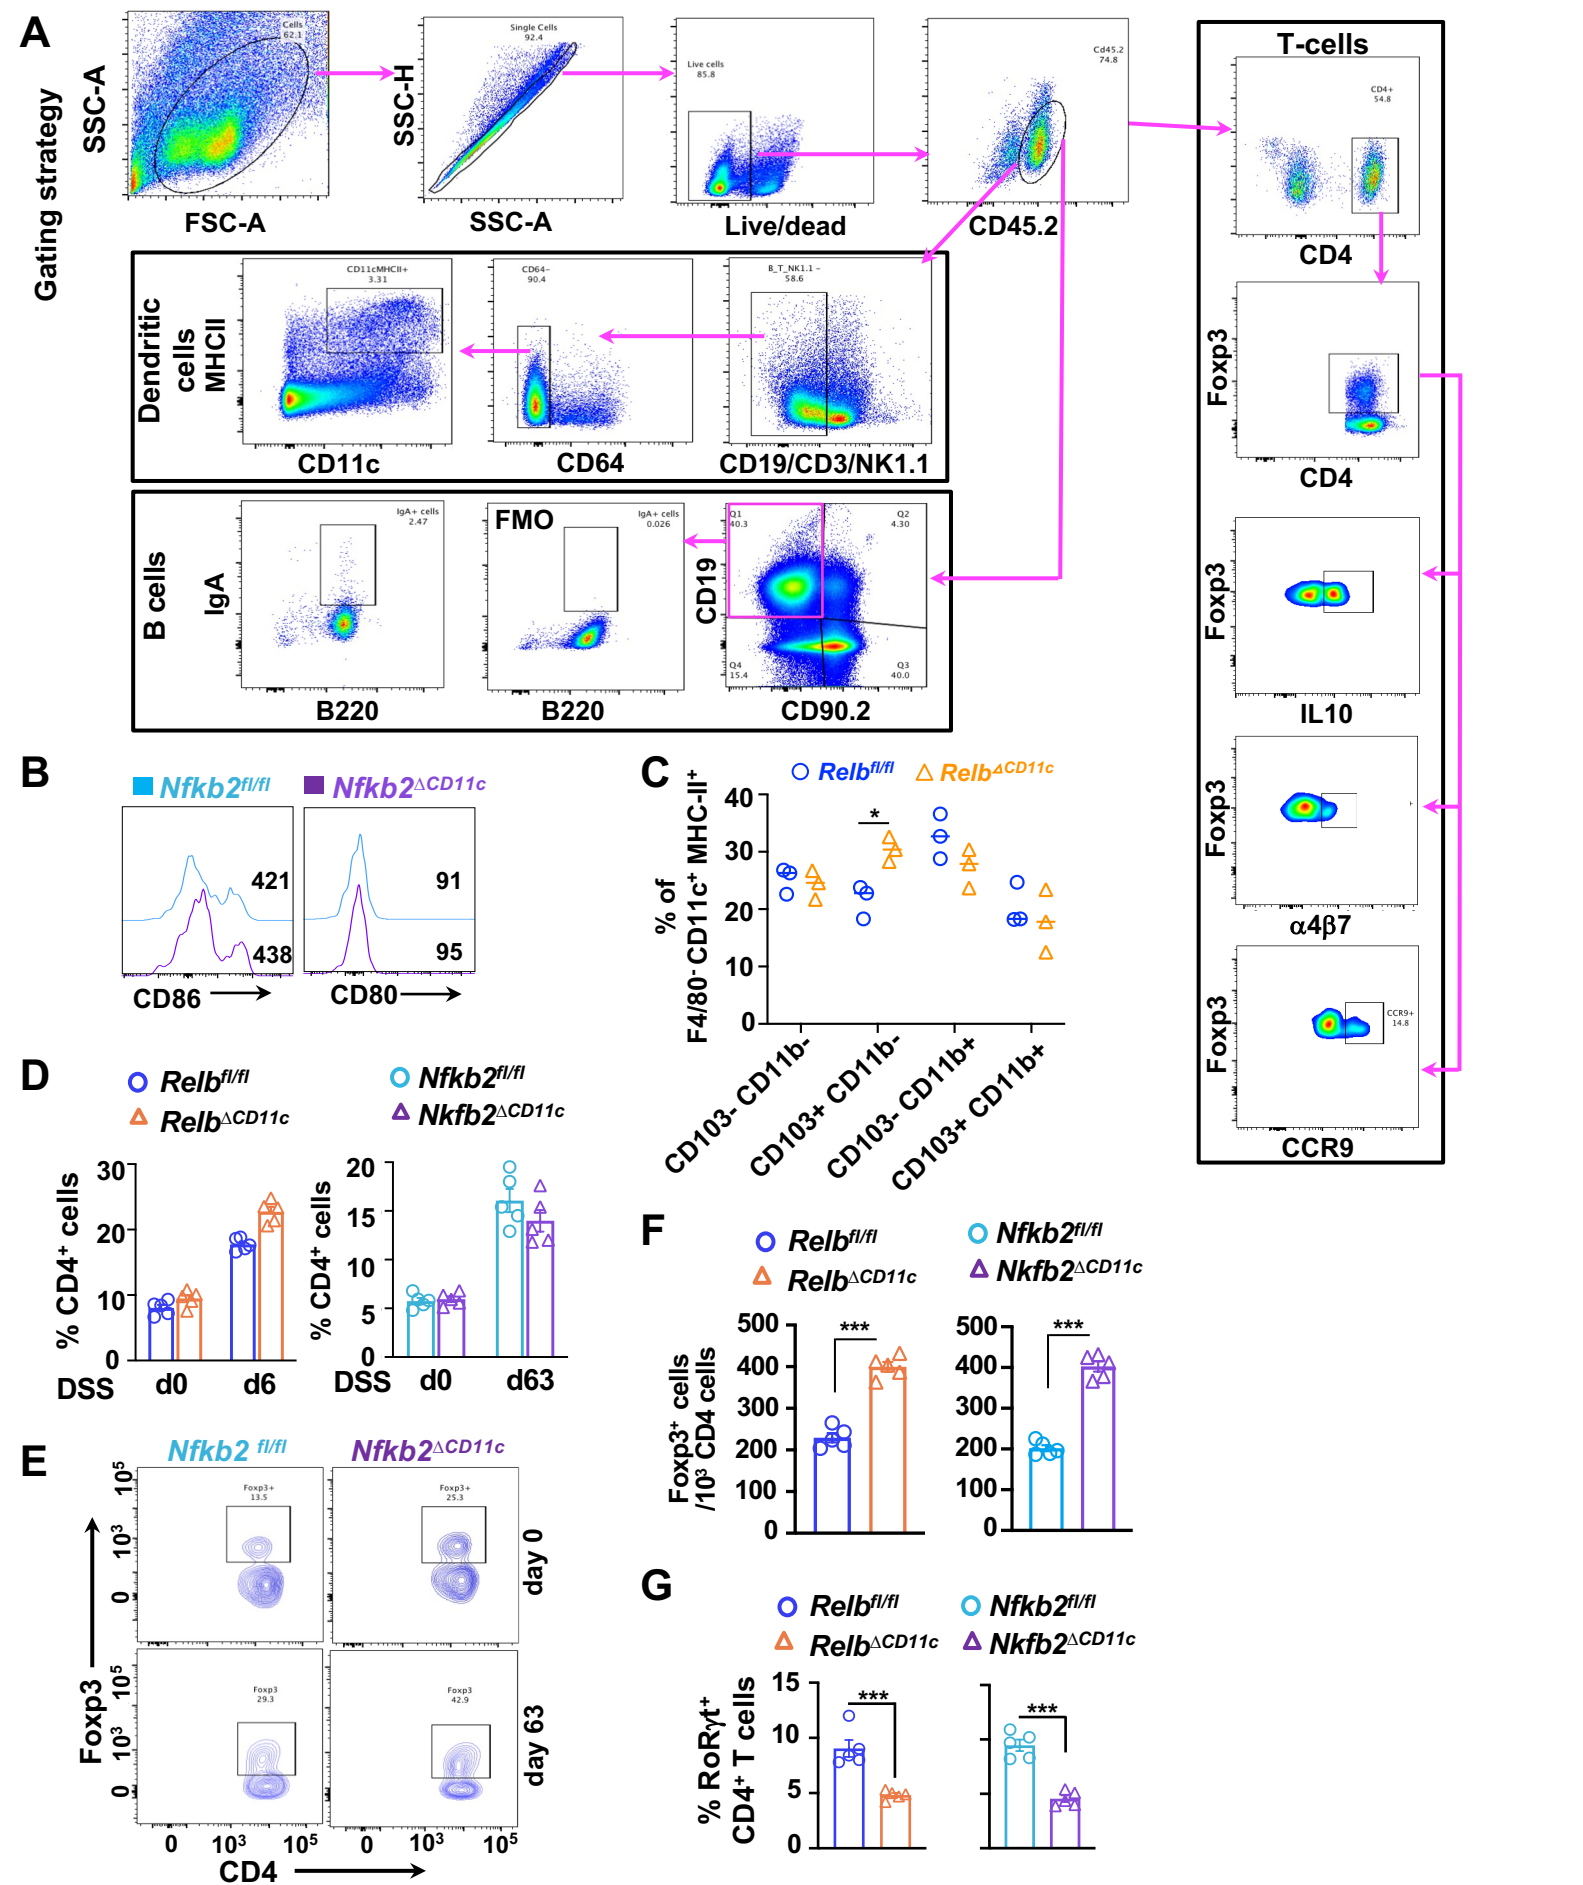

**Appendix Figure S3: Investigating colonic lamina propria immune cells in mice.** (A) Representative FACS plots showing the gating strategy for analyzing the frequencies of dendritic cells, T cell subsets and B-cells in the lamina propria. Fluorescence minus one(FMO) was used as a gating control for gating IgA<sup>+</sup> cells. A FACS plot from Figure 4A has been re-used here for representation purpose. (B) Histograms comparing CD80 and CD86 levels in MLN or LP DCs from *Nfkb2*<sup>fl/fl</sup> and *Nfkb2*<sup>ΔCD11c</sup> mice. (C) Scatter plot depicting the frequency of indicated dendritic cell subsets in MLN from *Relb*<sup>fl/fl</sup> and *Relb*<sup>ΔCD11c</sup> mice. (D) Barplot revealing the frequency of CD4<sup>+</sup> T cells as a percentage of CD45.2<sup>+</sup> cells in the lamina propria of the indicated mice (n=5). (E) Flow cytometry analyses showing the frequency of Foxp3<sup>+</sup> Tregs in LP or MLNs of *Nfkb2*<sup>fl/fl</sup> and *Nfkb2*<sup>ΔCD11c</sup> mice, untreated or subjected to chronic DSS treatment. (F). Barplot indicating the number of Foxp3<sup>+</sup> T-cells/10<sup>3</sup> CD4<sup>+</sup> cells (E) in the lamina propria of the indicated mice (n=5). (G) Barplot with the frequency of RoRγt<sup>+</sup> cells as a percentage of CD4 T cells in the LP of indicated mice. Data represent mean ± SEM. For statistical analysis, two-tailed Student's t-test was performed. \*P < 0.05; \*\*P < 0.01; \*\*\*P < 0.001.

**A**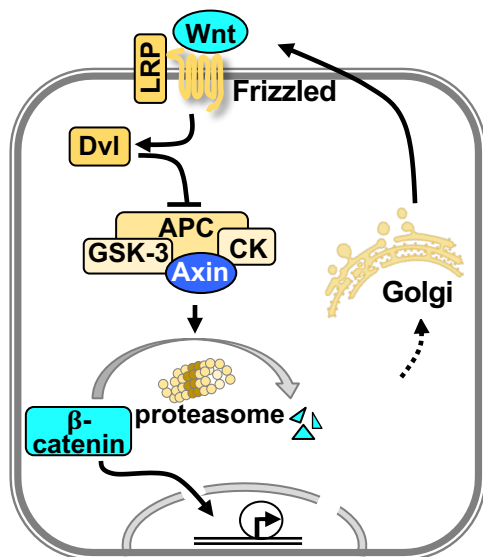**B**

### β-catenin expression in lamina propria DCs

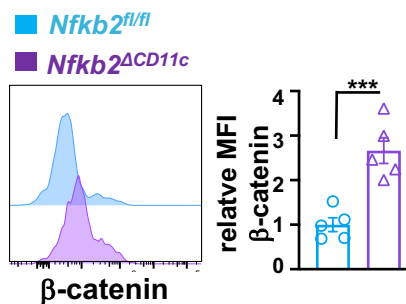

**Appendix Figure S4: Investigating crosstalk between β-catenin and non-canonical NF-κB signaling in DCs.** (A) A cartoon describing β-catenin-regulatory mechanisms. (B) Representative histogram comparing MLN DCs from *Nfkb2<sup>fl/fl</sup>* and *Nfkb2<sup>ΔCD11c</sup>* mice for the expression of β-catenin. Corresponding quantified data showing relative MFI for β-catenin expression has also been presented in a barplot (right). Data represent mean ± SEM. For statistical analysis, two-tailed Student's t-test was performed. \*P < 0.05; \*\*P < 0.01; \*\*\*P < 0.001.

**A**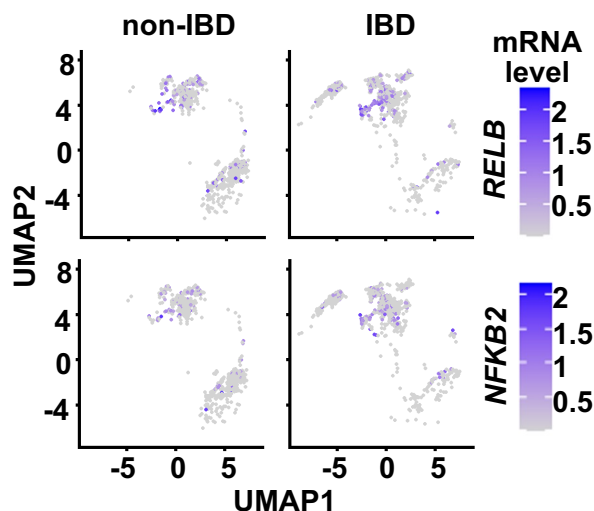**B**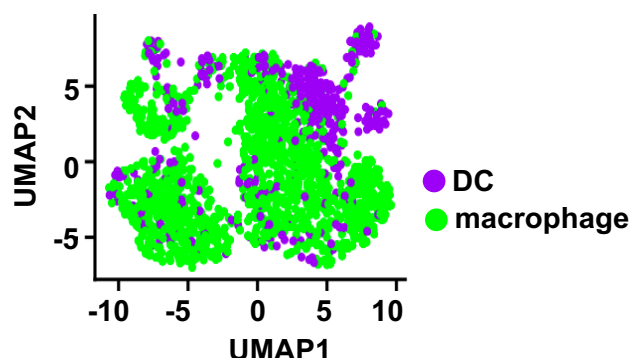**C**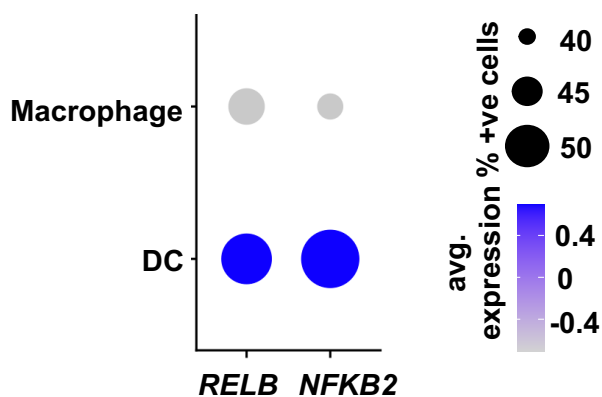**D**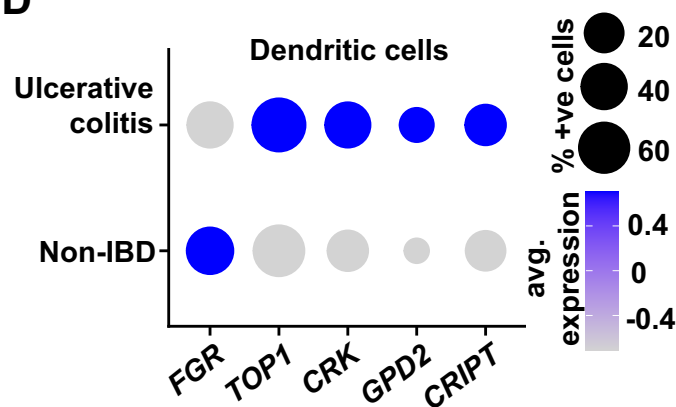

**Appendix Figure S5: Probing the non-canonical NF-κB signaling in intestinal MNPs from IBD patients.** (A) UMAP comparing IBD patients and non-IBD subjects for the level of RELB and NFKB2 mRNAs in intestinal DCs; the intensity of dot color denotes the abundance of corresponding mRNAs in each cell. Single-cell RNA-seq data available at Single Cell Portal was used for analyses (Ref: SCP 259). (B, C, D) Briefly, an additional colonic single-cell RNA-seq dataset for IBD patients available at the NCBI database was also used for analyses. (Ref: GSE162335) (B) UMAP depicting the DC and macrophage cell population among mononuclear phagocytes in the gut lamina propria from the gut biopsies of ulcerative colitis patients and non-IBD individuals. (C) Dot plot comparing DCs and macrophages from the lamina propria of human subjects for the expression of *RELB* and *NFKB2* mRNAs. (D) Dot plot revealing the expression of indicated RelB-important mRNAs in DCs from gut biopsies of ulcerative colitis patients and control subjects.

**Appendix Table S1- Prototypic gene signatures for cell types/subsets**

| Cell type/subset                                                         | Signature genes                                                                                                                                                                                                                                                                                                                                                                                                                             |
|--------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Dendritic cells<br>(adopted from Xu <i>et al.</i> , 2019 <sup>9</sup> )  | <i>Cd74, H2ab1, H2eb1, H2aa, Tmsb4x, Cst3, Cd52, H2dma, Psap, Crip1, Sh3bgrl3, Tyrobp, Lsp1, Fcer1g, Corol1a, Mpeg1, Irf8, Plbd1, Gpx1, Lgals3, Srgn, Ctss, Alox5ap, Ifi30, Gm2a, Xcr1, Clec9a, Itgax, Ccr2, Clec7a, Cd83, Cd86, Batf3, Ccr7, Zbtb46, Bcl11a, Flt3, DPP4, Cd8a, Cd14, Csf1r, Cx3cr1, Fcgr3, Fcgr1, Cd207, Cd209a, Itgam, Sirpa, Cd4, Irf4, Tbx21, Mgl2, Esam, Dtx1, Rbpj, Siglech, Irf7, Tcf4, Bst2, Il23a, Cxcr3, Ccr6</i> |
| Macrophages<br>(adopted from Xu <i>et al.</i> , 2019 <sup>9</sup> )      | <i>Ccl8, Apoe, Clqb, Clqc, Lyz2, Clqa, Ctsb, Selenop, Itm2b, Fth1, H2-d1, Tmsb4x, Tyrobp, Ctss, Pf4, B2m, Ftl1, Lgmn, Grn, Fcgr3, Csf1r, Cst3, Laptm5, Mrc1, Wfdc17, F13a1, Serinc3, Fcer1g, Ctsc, Cd74, Clec4f, Cd5l, Vsig4, Fcna, Psap, Mafb, Cd68, Cd163, Cd163l1, Mertk, Cd209, Stab1, Slco2b1, mmp12, Mmp14, F480, Itgam, Cx3cr1, Fcgr1, Adgre1, Cd64</i>                                                                              |
| Type-I Classical DC (cDC1)<br>(adopted from Brown <i>et al.</i> , 2019)  | <i>Xcr1, Batf3, Irf8, Cd8a, Itgae, Flt3, Clec9a, Ly75</i>                                                                                                                                                                                                                                                                                                                                                                                   |
| Type-II Classical DC (cDC2)<br>(adopted from Brown <i>et al.</i> , 2019) | <i>Itgam, Sirpa, Irf4, Csf1r, Zbtb46, Marco, Clec4</i>                                                                                                                                                                                                                                                                                                                                                                                      |

# Supplementary material for: Non-canonical NF-κB signaling limits the tolerogenic β-catenin-Raldh2 axis in gut dendritic cells to exacerbate intestinal pathologies
**Source:** EMBO J. 2024 Jul 25;43(18):3895–915. doi: 10.1038/s44318-024-00182-6

Figure5B – Source Data

|                                                 |     |                                                  |     |
|-------------------------------------------------|-----|--------------------------------------------------|-----|
| <i>Relb</i> <sup>fl/fl</sup>                    | - 1 | <i>Nfkb2</i> <sup>fl/fl</sup>                    | - 3 |
| <i>Relb</i> <sup><math>\Delta</math>CD11c</sup> | - 2 | <i>Nfkb2</i> <sup><math>\Delta</math>CD11c</sup> | - 4 |

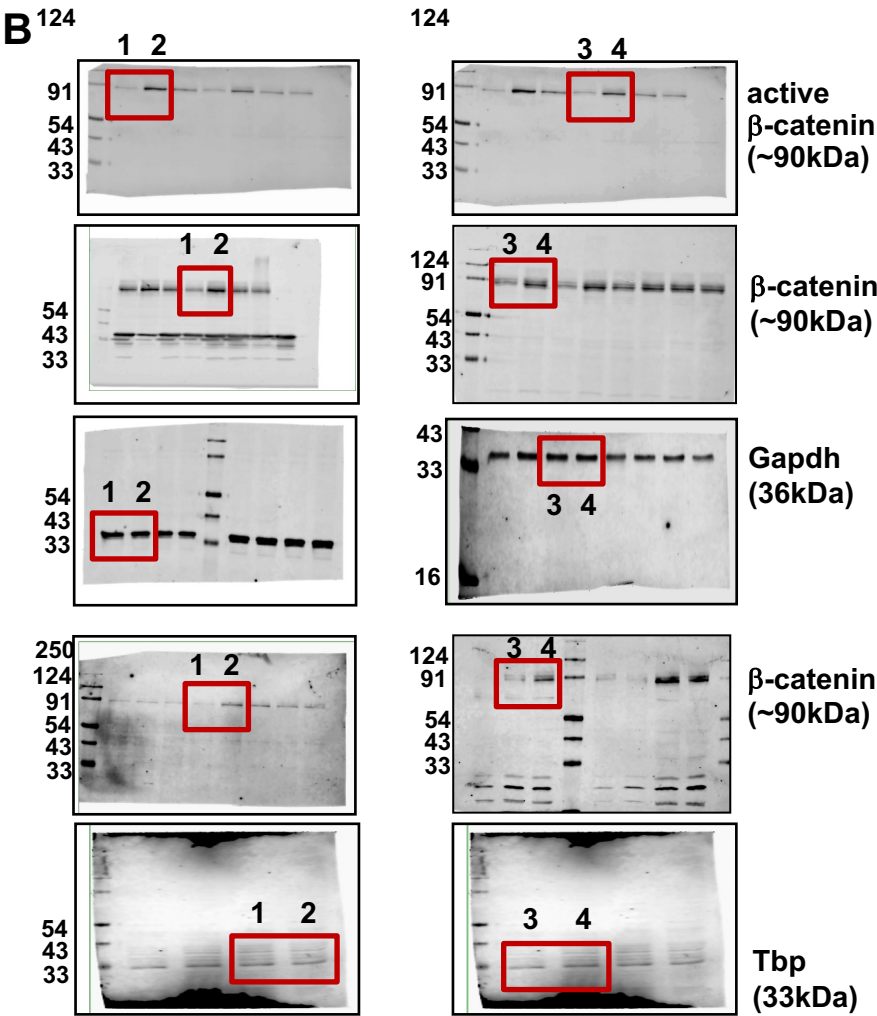

**Supplement:** Supplementary file 7 — Source data Fig. 5

How the deposited data were processed for this re-analysis (not part of the article)

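RNA-seq libraries of unstimulated BMDCs from WT and global Nfkb2−/− mice were analysed, with 3 libraries per genotype and 6 in all. Which library belongs to which genotype and replicate was taken from the sample labels, which match the triplicates of the paper's methods. The authors counted reads on Ensembl genes and deposited these counts per library as whole numbers without normalization. The aligner, counting tool, genome build, annotation and use of strand are not named in the paper's text or the labels, so that counts of overlapping genes, antisense genes and members of gene families remain uncertain. The deposited table that joins the 6 libraries holds the same values and was not used. The exclusion of genes with few reads and the DESeq2 step of the paper's methods come after the deposited counts and were not in them.

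From the counts, genes with at least 50 counts over the 6 libraries and a gene name in GENCODE M21 (GRCm38) were kept, 21849 in all. Counts on the other IDs stayed out of library sizes and tests. They include the IDs without a name, with 1.01% to 1.75% of a library's counts. Analyses used R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0. Counts were normalized with TMM and the genotypes compared with edgeR's glmQLFit and glmQLFTest without covariates. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Differential expression required a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change over 1.2. The common dispersion was 0.219. CPM values are TMM-normalized. A fold change against a genotype with at most 3 counts in every library is given as a lower bound. Exact permutation tests of 3 libraries against 3 cannot give a p-value below 0.1.

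The main tests, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined. The genes named are those of Fig. 2E, Fig. 5E and Appendix Fig. S2D, those named in the paper's text and 5 sex-linked genes. Added to these are, among differentially expressed genes with a mean of at least 5 CPM in a genotype and no overlap between the genotypes, the 5 with the largest increase, the 5 with the largest decrease and the 3 in each direction with the smallest p-value, and up to 5 of the most abundant members of each gene list. Lists of pathway genes, RA targets and cell type markers were written by hand, since the published RA target list and the WikiPathways sets were not used here. Any member named for having passed or missed a threshold outside this rule was chosen after its values were seen. RA targets were tested with fgsea (fgseaMultilevel, fixed seed) on genes ranked by log2 fold change. Pathway lists among differentially expressed genes were tested with Fisher's exact test. All 17 lists with at least 5 tested members were tested with limma's camera on log2 CPM (prior count 2, correlation 0.01), with fry and camera with an estimated correlation beside it. Positions of genes in GENCODE M21 were used for neighbourhood, exonic length and GC content only.

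The tests were tested on simulated counts drawn from the real means and library sizes, with 200 genes changed. Among 20923 simulated genes, edgeR found 76 of 100 genes changed by 2 on the log2 scale and 85 of 100 changed by 3, with 8 unchanged genes among 169 called. DESeq2 found 85 and 93, with 60 unchanged genes among 238 called, and limma voom found 73 and 81, with 6 unchanged among 160. A raised list of 40 genes was found by fgsea, camera and fry over 20889 simulated genes. Of 200 unchanged lists 1, 3 and 10 passed their thresholds. Each simulated gene varied independently, and the changed genes and lists were drawn from genes with a mean of at least 1 CPM. These rates therefore do not hold for lists of correlated genes or for genes under 1 CPM, which were not simulated.

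The alternatives were DESeq2, limma voom, DESeq2's size factors in edgeR (RLE), total counts without TMM, edgeR's filterByExpr, no filter beyond 1 count in any library, at least 10 counts in every library, the replicate number as a block, each library left out in turn, other thresholds, other rankings and set tests, and windows of 5 and 20 Mb around Nfkb2 in place of 10 Mb. In fits with a library left out, the filter of 50 counts was applied to the libraries that remained. Depth ranged from 29863927 to 55623068 counts per library. Counting error is small beside the spread between replicates except for genes near the floor, where 3 counts correspond to about 0.1 CPM or less. RT-qPCR, ChIP-seq and single-cell measurements of the paper were not analysed here.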

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

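The tests of sequencing depth and of mature DC markers were chosen only after the results were seen. The paper names 13 of the 248 differentially expressed genes in its text, in Appendix Table S1 or in Fig. 2E, Fig. 5E and Appendix Fig. S2D. The other 235, not named there, comprise 91 higher and 144 lower in Nfkb2−/− BMDCs. By smallest p-value they include Dpy19l3 and Lpcat4 (log2 fold changes 3.89 and 1.69, adjusted p = 0.0151 and 0.0236 from edgeR) and Adgre4 and Gm10134 (-2.17 and -1.95, adjusted p = 0.0236 for both from edgeR), each without overlap between the genotypes. Gm10134 is a predicted gene. These 4 genes also had adjusted p-values under 0.05 with DESeq2 and limma voom. A different sex of the mice is excluded as a source of the 248 calls, since the summed level of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty was at least 354.9 CPM in every library and Xist at most 0.857 CPM. GC content is argued against as the whole cause, while gene length is left open. With the GC trend of each library removed, 96.0% of the 248 genes were called again, and the span of median log2 changes over deciles of GC content fell from 0.17 to 0.06. With the length trend removed, 74.6% were called again, and the span fell from 0.16 to 0.07. All 248 kept their direction and an unadjusted p-value under 0.05 in both. These spans are of group differences in log2 CPM. The correlation of edgeR's log2 fold changes with length moved only from 0.106 to 0.103, and that with GC content from 0.126 to 0.079. The removal was thus incomplete in the tested values, and the fit for length cannot decide the question. The real grouping gave the most genes, as 1 of the 10 splits of the 6 libraries into 3 and 3. The other 9 splits gave 0 genes, with up to 2373 at an unadjusted p-value under 0.05. With 10 splits, a chance division cannot be told apart from the genotype at a share below 0.1. An effect of the Nfkb2 genotype remains open, as do differences between the cultures that happen to follow the genotype, which were not tested.

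Nfkb2−/− replicate 1 had 47952 genes with at least 1 count, in data the paper does not discuss. Of 21604 named genes with at most 2 counts in each of the other 5 libraries, 14956 had a count in this library, and 3143 had at least 10. The same selection made around each other library held between 11511 and 11725 genes, of which between 457 and 1297 had a count. Nfkb2−/− replicate 1 is then among the other 5 libraries, so that these selections are smaller. Deeper sequencing is excluded, since this library had the smallest total, 29863927. The reads amounted to 0.321% of its total. Genomic DNA in that library is a candidate source. Among the near-silent genes, olfactory receptor genes, which BMDCs are not expected to express, had 2.55 reads per kb of exon and the other genes 4.57. The ratio of 0.557 lies inside the range from 0.5 to 2 set for DNA before it was computed, but near its lower limit, and the same ratio was 0.334 to 0.646 in the few such reads of the other libraries. A count was present for 83.4% of the 1038 olfactory receptor genes. Reads outside exons, which would separate DNA from low-level transcription, were not analysed here. No biological explanation was tested, since the design has no condition that sets this library apart from Nfkb2−/− replicates 2 and 3.

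Of the 17 gene lists tested with camera, 6 had an adjusted p-value under 0.05, and 3 of these are lists the paper does not discuss. Interferon-stimulated genes were higher (30 of 33, median log2 fold change 0.71, camera adjusted p = 1.33e-06), eosinophil genes were higher (9 of 9, median 1.24, camera adjusted p = 0.00726), and mature DC markers were lower (16 of 20, median -0.76, camera adjusted p = 4.62e-04) in Nfkb2−/− BMDCs. None of the 3 had an adjusted p-value under 0.05 with fry (0.40 for each) or with camera and an estimated correlation (0.737, 0.772 and 0.772). Of their 33, 9 and 20 genes, 2, 0 and 2 were differentially expressed over all genes tested and 12, 0 and 8 adjusted over the list alone. The call for eosinophil genes was lost without WT replicate 3 (camera adjusted p = 0.0713). The medians moved with single WT libraries. Without WT replicate 3 they were 0.42 for interferon-stimulated genes and -0.45 for mature DC markers, and without WT replicate 2 they were 1.07 for interferon-stimulated genes and 2.28 for eosinophil genes. Of the 10 splits of the libraries, 3 gave at least as many lists, and 1 of the other splits gave 9, so that the number of lists cannot be told apart from what other divisions of these libraries give. For the mature DC markers, a lower share of mature DCs in the Nfkb2−/− cultures remains open. Of 19 abundant markers, 16 were lower and 3 higher, of which 9 and 2 did not overlap between the genotypes. The 2 higher ones without overlap were Ccl17 (318 ± 140 against 2405 ± 60.2 CPM, SD, n = 3 each) and Cd86 (401 ± 129 against 598 ± 36.5 CPM, SD, n = 3 each). They were singled out after their values were seen. A lower share alone does not give these 2, but they cannot exclude it for the markers that were lower. Regulation of single markers by noncanonical NF-κB remains an open hypothesis, not tested further.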

How the results depend on the processing

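Among differentially expressed genes, the count of 248 stayed within 1.5 times with DESeq2's size factors, without TMM, without a fold change limit and with a 2-fold limit. It was 1878 with DESeq2 (945 higher and 933 lower, against 99 and 149), 488 with limma voom, 397 with filterByExpr, 459 with at least 10 counts in every library, 1625 with no filter beyond 1 count in any library, 13790 with a fold change over 1.2 alone and 0 at an adjusted p-value under 0.01. Across the 6 fits that each left out 1 library, it ran from 0 to 1248, with the highest count without WT replicate 2. In the 4 fits with 0 calls, between 2325 and 4088 genes had an unadjusted p-value under 0.05. Fewer samples are part of these fits. The cause of the other differences was not tested. Without a low-count filter, the median log2 fold change of all genes was 0.60, against 0.08. The smallest adjusted p-value of that fit was 6.45e-53, for Apoe, against 0.0770 with the filter (edgeR). The WT values of Apoe nevertheless ran from 3.68 to 82.3 CPM, so that p-values and calls from the unfiltered fit carry little weight here and below.

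Whether the replicate numbers pair the samples was not settled. Correlations of deviations between same-numbered libraries were 0.26, 0.15 and 0.02, but differently numbered libraries were not compared in this way. With the replicate block, 0 genes were called (3331 at an unadjusted p-value under 0.05, smallest adjusted p-value 0.0589), the log2 fold changes of Aldh1a2 and Nfkb2 were 2.48 and -2.65 (adjusted p = 0.0594 for both with edgeR), and the RA target score was 1.60. The other 32 genes named in the text that had passed the threshold missed it with the block, and the log2 fold change of Lyz2 turned from -0.46 to 0.0432.

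Aldh1a2 and Nfkb2 kept their direction in all 14 alternatives and an adjusted p-value under 0.05 in 9 of them (adjusted p from 1.39e-11 to 0.163 and from 9.56e-16 to 0.163). With 1 library left out, their log2 fold changes ran from 2.15 to 2.59 and from -2.96 to -2.33, and both missed the threshold without WT replicate 1 or any Nfkb2−/− library. Axin1 stayed lower and past no threshold in all 14.

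The RA target score of 1.41 (permutation p = 0.0320) kept its side of the threshold with DESeq2, limma voom, RLE, no TMM, filterByExpr and the block. It was 0.787 with no filter beyond 1 count, -1.03 with at least 10 counts in every library, 0.964 ranked by the signed square root of F, 1.20 without members of the RA metabolism list and 0.858 for genes of at least 1 CPM (chosen after seeing the data). Camera and fry gave p = 0.257 and 0.364, neither an exact test. With 1 library left out it ran from 1.11 to 1.46, and p rose to 0.280 without Nfkb2−/− replicate 1 and 0.111 without WT replicate 3. A minimum of 10 counts in every library removes genes near the floor in WT alone, such as Crabp2, so that its lower score is partly built in.

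For RA metabolism genes the odds ratio of 3.23 became 2.91 with DESeq2, 5.28 with limma voom and 3.73 without a filter, each past the threshold (Fisher's exact p = 0.0291, 0.0240 and 0.0152), and 0.903 with a fold change over 1.2 alone. With 1 library left out it ran from 1.93 to 6.28, the highest without WT replicate 3 (Fisher's exact p = 0.0455 before adjustment over the lists). For genes within 10 Mb of Nfkb2, the odds ratio of 2.11 (Fisher's exact p = 0.0962) passed the threshold with limma voom (2.17), filterByExpr (2.72), no filter (2.08) and at least 10 counts in every library (2.64), and ran from 1.51 to 3.21 with 1 library left out, passing it without WT replicate 3 (Fisher's exact p = 0.00487). Neither could be computed in the 5 fits with 0 calls. Of the gene lists, 6 passed with camera, 1 with fry (cholesterol biosynthesis) and 0 with an estimated correlation. With 1 library left out, alternatives chosen after seeing the data, 5 or 6 passed.

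A further 50 genes named in the text were compared under the alternatives that kept them, 32 past the threshold and 18 not. Of these, 48 kept their direction throughout. The exceptions were Lyz2 and Csf1r, whose log2 fold changes of -0.46 and -0.38 became 0.219 and 0.0332 with limma voom, neither past the threshold under any alternative. The cause was not tested. Without WT replicate 1 or any Nfkb2−/− library, all 32 missed the threshold. Apart from these fits and the block, between 1 and 11 genes changed sides or direction. With DESeq2 9 genes were gained.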

Differences from the paper's values

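The paper's list of genes and the fold changes of the 10 genes labelled in Appendix Fig. S2D lie within the limits set for a difference. For the RA targets, the enrichment score was 0.54 against the paper's about 0.4 in Fig. 2C, read by eye. Of the alternatives set before the data were examined, no filter beyond 1 count in any library (0.32), the fit without Nfkb2−/− replicate 1 (0.34) and the list without members of RA metabolism (0.47) closed this gap. The others that give an enrichment score did not, while camera and fry give none. The p-value was 0.0320 against the paper's about 0.01 in Fig. 2C, read by eye. It fell within the limit with limma voom (0.0145), with total counts alone (0.0129) and without Nfkb2−/− replicate 3 (0.00753), and under none of the others. The list of RA targets used here is not the paper's.

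For RA metabolism, the -log10 of the adjusted p-value was 0.563 against the paper's about 2.9 in Fig. 2B, read by eye. None of the alternatives set before the data were examined closed the gap, and the highest value was 1.69 with no filter beyond 1 count in any library. The list passed the threshold of 0.05, before adjustment over the lists, with that filter, DESeq2, limma voom and without WT replicate 3. For regulators of Wnt-β-catenin signaling it was 1.02 against about 0.6 in Fig. 2B, read by eye. The gap closed with limma voom (0.665), total counts alone (0.446), filterByExpr (0.752), no filter beyond 1 count in any library (0.785), at least 10 counts in every library (0.498) and without WT replicate 3 (0.416), and did not with DESeq2 (0.241), DESeq2's size factors in edgeR (1.04), without WT replicate 2 (0.312) or with a fold change over 1.2 alone (0.0729). The gene lists used here are not the WikiPathways sets. In Fig. 2B the paper ranks RA metabolism first among these pathways. Here cell cycle genes had the smallest adjusted p-value, 0.00101, followed by cholesterol biosynthesis at 0.0468, with RA metabolism last at 0.274. Without WT replicate 3, RA metabolism and cell cycle shared the highest -log10 of the adjusted p-value, 1.04, ahead of cholesterol biosynthesis (0.505) and regulators of Wnt-β-catenin signaling (0.416). With DESeq2, RA metabolism (0.0388) came after cell cycle (6.51e-17) and cholesterol biosynthesis (4.30e-04).

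Fig. 5E marks Axin1 as significantly lower, and the paper's text states the same. The legend of Fig. 5 names Student's t test, which was not used here. For Axin1 the paper also gives RelB ChIP-seq peaks (Fig. 5F) and RT-qPCR and immunoblots of conditional knockout BMDCs (Fig. 5G,H), which these values do not address. The comparison here is with the RNA-seq mark of Axin1 alone. The adjusted p-value of Axin1 was 0.356 and its unadjusted p-value 0.0762 with edgeR. None of the 14 alternatives gave an adjusted p-value under 0.27 or an unadjusted p-value under 0.066. Fig. 2E marks Rdh5 besides Raldh2. Rdh5 had an adjusted p-value of 0.0625 with edgeR and was past the threshold with DESeq2 (4.18e-04), limma voom (0.0441) and no filter beyond 1 count in any library (9.25e-04). Apoe, Ccnd1 and Cdh1, labelled in Appendix Fig. S2D, missed the threshold with edgeR and passed it with DESeq2 (adjusted p = 1.63e-04, 4.97e-04 and 7.24e-05) and with no filter beyond 1 count in any library. Ccnd1 and Cdh1 also passed it with limma voom (0.0470 and 0.0369) and without WT replicate 2 (0.0403 and 0.0124, edgeR), Cdh1 with at least 10 counts in every library (0.0473), and Apoe and Ccnd1 without WT replicate 3 (0.0172 and 0.0337, edgeR).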

Other observations

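The test of macrophage markers was chosen only after the result was seen. The enrichment of RA targets among genes higher in Nfkb2−/− BMDCs may owe part of its score to the reads on near-silent genes in Nfkb2−/− replicate 1. Of all tested genes under 1 CPM, 62.0% had their highest value in that library, and their median log2 fold change was 0.60. Of 10000 random lists matched to the RA targets on mean expression, 9.89% had an enrichment score as high, and their median score was 0.46 against 0.54 for the RA targets. Without that library the normalized enrichment score was 1.11. Of the 10 splits of the 6 libraries, the real one had the score farthest from 0, as 1 of 10, but 3 other splits had a permutation p-value under 0.05, the highest of them with a score of 1.39, so that the score cannot be told apart from that of other divisions of these libraries at a share below 0.1. An increase of RA targets in Nfkb2−/− BMDCs beyond this remains open.

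Knockout mice bred from another strain can carry that strain's alleles near the targeted gene. Within 10 Mb of Nfkb2, and leaving out Nfkb2 itself, 5 of 214 genes tested were differentially expressed, Btrc, Mfsd13a, Neurl1a, Gsto1 and Mxi1, named after their values were seen. The odds ratio was 2.11 (Fisher's exact p = 0.0962), and it was 2.74 within 5 Mb (4 of 133 genes, p = 0.0644) and 2.19 within 20 Mb (8 of 333 genes, p = 0.0583). With at least 10 counts in every library it was 2.64 with 11 genes (Fisher's exact p = 0.00489), and without WT replicate 3 it was 3.21 with 8 genes (Fisher's exact p = 0.00487). It was also past the threshold with limma voom (2.17 with 10 genes), filterByExpr (2.72 with 10 genes) and no filter beyond 1 count in any library (2.08 with 24 genes), and not with DESeq2 (1.48 with 26 genes, Fisher's exact p = 0.0659). The odds ratio was over 1 in every fit that could be computed, but the test set beforehand missed the threshold, so that alleles carried with the locus remain open as a source of calls in this region. Btrc, which encodes a subunit of the ubiquitin ligase that targets β-catenin, was lower in Nfkb2−/− BMDCs (19.1 ± 0.707 against 34.5 ± 1.29 CPM, SD, n = 3 each, log2 fold change -0.85, standard error 0.13, adjusted p = 0.0420 from edgeR). The paper's text does not name it.

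Macrophage markers varied among the WT libraries. Lyz2 measured 3436, 3407 and 267 CPM, Mmp12 1670, 1620 and 172 CPM and Csf1r 239, 250 and 37.2 CPM in WT replicates 1, 2 and 3, against 1234 to 2061, 2819 to 4224 and 115 to 157 CPM in the Nfkb2−/− libraries. Of 20 abundant markers, 17 were lowest in WT replicate 3. A smaller share of macrophage-like cells in that culture is a candidate explanation. Lgmn and Mmp14, which were not lowest there, and Apoe remain exceptions that this share alone does not give. Over the whole list of 26 tested markers, camera's adjusted p-value was 0.714, and it was 1.31e-06 toward lower levels in Nfkb2−/− BMDCs without WT replicate 3. Neutrophil and promyelocyte genes gave 0.714 and, without that library, 0.00755. A difference in culture conditions between the libraries was not tested.

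The remaining lists gave the following with camera. Cell cycle genes were higher (46 of 50, median log2 fold change 1.07, camera adjusted p = 1.29e-15, 0.0859 with fry), as were cholesterol biosynthesis genes (19 of 21, median 0.69, camera adjusted p = 9.79e-07, 0.0376 with fry). Regulators of Wnt-β-catenin signaling were lower (24 of 39, median -0.11, camera adjusted p = 0.0412, 0.184 with fry), a call kept without Nfkb2−/− replicate 1 and lost without any other single library (0.0525 to 0.153), with a median of -0.17 without Nfkb2−/− replicate 1 and -0.23 without Nfkb2−/− replicate 2. Camera's adjusted p-values were 0.376 for RA metabolism, 0.436 for RA targets and 0.714 for β-catenin targets. For the 5 genes the paper discusses as dependent on RelB it was 0.436. Of these, 4 were higher and 1 lower in Nfkb2−/− BMDCs (median log2 fold change 0.20), and 0 passed the threshold over all genes tested. Camera gave 0.714 for mast cell and basophil genes and 0.0980 for T, B and NK cell genes (0.0134 without Nfkb2−/− replicate 3). It gave 0.911 for cDC1, 0.438 for cDC2 and 0.714 for MHC class II genes (adjusted p-values).

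The summed level of the 4 Y-linked genes was 354.9 CPM in Nfkb2−/− replicate 1 and between 560.4 and 684.8 CPM in the other 5 libraries. Itgax, which encodes CD11c, was higher in Nfkb2−/− BMDCs, at 743 ± 26.5 against 187 ± 80.1 CPM (SD, n = 3 each, log2 fold change 1.99, standard error 0.30, adjusted p = 0.0414 from edgeR). Ctnnb1, the gene of β-catenin, measured 155 ± 19.5 CPM in WT and 137 ± 3.09 CPM in Nfkb2−/− BMDCs (SD, n = 3 each), with overlapping libraries (adjusted p = 0.571 from edgeR). Relb measured 193 ± 71.0 and 122 ± 16.9 CPM (SD, n = 3 each), also with overlap (adjusted p = 0.290 from edgeR).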
